# Global ubiquitinome profiling identifies NEDD4 as a regulator of Profilin 1 and actin remodelling in neural crest cells

**DOI:** 10.1038/s41467-022-29660-3

**Published:** 2022-04-19

**Authors:** Iman Lohraseb, Peter McCarthy, Genevieve Secker, Ceilidh Marchant, Jianmin Wu, Naveid Ali, Sharad Kumar, Roger J. Daly, Natasha L. Harvey, Hiroshi Kawabe, Oded Kleifeld, Sophie Wiszniak, Quenten Schwarz

**Keywords:** Proteomics, Embryology, Ubiquitylation, Cell signalling

## Abstract

The ubiquitin ligase NEDD4 promotes neural crest cell (NCC) survival and stem-cell like properties to regulate craniofacial and peripheral nervous system development. However, how ubiquitination and NEDD4 control NCC development remains unknown. Here we combine quantitative analysis of the proteome, transcriptome and ubiquitinome to identify key developmental signalling pathways that are regulated by NEDD4. We report 276 NEDD4 targets in NCCs and show that loss of NEDD4 leads to a pronounced global reduction in specific ubiquitin lysine linkages. We further show that NEDD4 contributes to the regulation of the NCC actin cytoskeleton by controlling ubiquitination and turnover of Profilin 1 to modulate filamentous actin polymerization. Taken together, our data provide insights into how NEDD4-mediated ubiquitination coordinates key regulatory processes during NCC development.

## Abstract (web summary)

Here the authors combine multi-omics approaches to uncover a role for ubiquitination and the ubiquitin ligase NEDD4 in targeting the actin binding protein Profilin 1 to regulate actin polymerisation in neural crest cells.

## Introduction

Neural crest cells (NCCs) are a transient embryonic cell type that form essential components of the craniofacial skeleton and peripheral nervous system^1^. These multipotent cells arise from neuroepithelial precursors under instruction of several morphogens from the WNT, Hedgehog, BMP, TGF-β and Notch families that promote expression of core specification transcription factors to control an epithelial to mesenchymal transition. In addition to their roles in establishing bona fide NCCs, these morphogenic signalling pathways and core transcription factors play central roles in NCC survival, NCC stem-cell identity and differentiation into bone, cartilage, peripheral neurons and glia. Although coordination of these signalling pathways is critical for NCC development and differentiation, how they are integrated remains unknown.

Ubiquitination plays essential role in a variety of cellular processes by modulating the levels and/or function of target proteins. These can include degradation by the proteasome or lysosome, modulation of stability, change in subcellular localisation or modification of biochemical properties^2^. Ubiquitin is a highly conserved 8 kDa protein that is covalently coupled to lysine residues on target proteins by the combined functions of activating (E1), conjugating (E2) and ligating (E3) enzymes^3^. E3 ubiquitin ligases perform the final step in the ubiquitination process by catalysing the transfer of ubiquitin from an E2 enzyme to the substrate. As such, E3 ligases are essential for specific substrate ubiquitination, with the ability to target multiple substrates uniquely positioning them to modulate several signalling pathways simultaneously. The ubiquitin moiety contains seven lysine residues that can themselves be ubiquitinated, thereby leading to various ubiquitin chain lengths and topologies on substrate proteins. Substrates can be monoubiquitinated and/or polyubiquitinated on lysine residues to modulate different functional outcomes. However, differences in the way individual moieties in a polyubiquitin chain are coupled can have profound differences in functional outcomes leading to a diverse set of biological roles for ubiquitination. For example, linkages to K48 and K11 on intra-chain ubiquitin units are generally associated with proteasomal degradation. Conversely, K63 linkage is mostly associated with non-proteasomal outcomes including protein trafficking and altering protein function^4^. To date, the role of protein ubiquitination in NCCs is ill-defined and has not been examined at the proteome level^5^.

We recently found that protein ubiquitination is involved in NCC development, demonstrating an essential requirement for the E3 ligase NEDD4 in cranial NCCs^6,7^. Mice lacking NEDD4 in NCCs have aberrant NCC death, decreased osteoblast proliferation and reduction in craniofacial bone and peripheral neurons. NEDD4 is the prototypical protein of a family of HECT type E3s that comprise N-terminal C2 domains, 2-4 WW domains and a C-terminal HECT^8,9^. Although many putative NEDD4 targets have been identified using in vitro studies, few have been validated in vivo, and none have been identified in NCCs. A comprehensive understanding of NEDD4 targets in NCCs is therefore required to elucidate how NEDD4 promotes NCC development. Moreover, profiling of the molecular topology of ubiquitination is essential to define how the ubiquitin system modulates NCC development to control formation of the craniofacial skeleton and peripheral nervous system.

Here we have profiled the ubiquitination landscape in NCCs using a quantitative proteomics approach to identify NEDD4 substrates that regulate NCC development. Our results demonstrate that loss of NEDD4 influences the ubiquitination of a large number of NCC proteins and has profound effect on global ubiquitin usage. We find enrichment of candidate NEDD4 substrates in cellular processes critical to NCC development and define a role for NEDD4 as a regulator of the actin cytoskeleton. NEDD4 was found to ubiquitinate the actin-binding protein Profilin 1 (PFN1) to regulate protein turnover and function. Reduction of *Pfn1* levels in *Nedd4*^*−/−*^ NCCs normalized actin polymerisation, therefore uncovering an important regulatory mechanism of actin dynamics essential for craniofacial and peripheral nervous system development.

## Results

### Global proteomics analysis of NCCs

To uncover ubiquitination sites influenced by NEDD4 in NCCs we used a quantitative mass spectrometry approach combining analyses of cognate protein abundance and affinity enriched ubiquitinated peptides (Fig. 1a). For these experiments, a SILAC-labelled NCC line (NCU10K) was treated for 48 h with previously validated control and Nedd4 siRNAs that robustly knockdown Nedd4^7^ and induce changes in cell morphology (Supplementary Fig. 1). Lysates from these two conditions were combined, digested with trypsin, fractionated and the resulting peptides used to quantitate total protein abundance (pre-enrichment) and for ubiquitin remnant motif (K-ε-GG) enrichment (post-enrichment)^10^. K-ε-GG enrichment uses antibody-based purification of diglycine remnant containing peptides that mark ubiquitinated proteins after tryptic digestion. Pre- and post-enrichment samples were analysed by LC-MS/MS from two biological replicates.

**Fig. 1:**
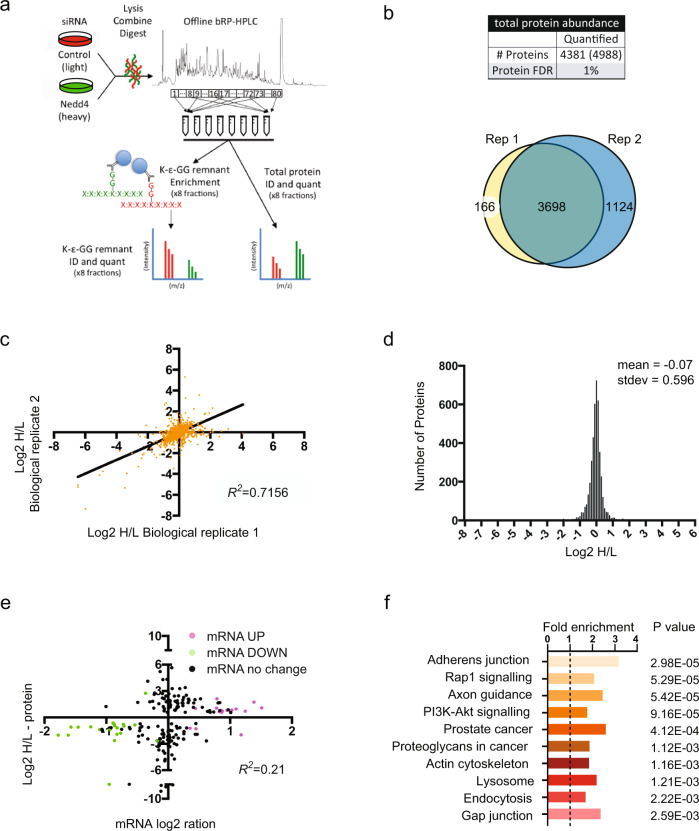
Quantitative proteomic profiling for NEDD4 regulated proteins and molecular pathways. **a** Workflow for analysis of ubiquitin remnant enriched and pre-enrichment peptides. SILAC labelled NCU10K cells treated with low GC (control, light - red) or *Nedd4* (heavy, green) siRNA were lysed in 8 M urea, equal amounts (5 mg each) were combined and digested with trypsin. The resulting peptides were fractionated by offline basic reversed-phase HPLC into 80 fractions that were then pooled in a discontinuous pooling strategy into 8 fractions. The bulk of each fraction was then subjected to ubiquitin remnant (K-ε-GG remnant) enrichment and enriched peptides identified and quantified by LC-MS/MS. A small amount of each fraction was also analysed prior to enrichment for total protein identification and quantification for use in subsequent normalisation and data analysis. **b** The combined number of quantified protein groups (total number observed in brackets) and Venn diagram showing overlap of protein group IDs from the total protein (unenriched) fractions across 2 biological replicates (rep). **c** Correlation of log2 H/L ratios for each protein group common to both replicates (*R*^*2*^ = 0.7156). **d** Frequency distribution of log2 H/L ratios for protein groups with a mean of −0.07 and standard deviation of 0.596. **e** Correlation of total protein abundance (Y-axis) to gene expression data (X-axis) (*R*^*2*^ = 0.21) for proteins with altered abundance. Proteins indicated in green had a statistically significant reduction in gene expression (step-up *p* < 0.05). Proteins indicated in magenta had a statistically significant increase in gene expression (step-up *p* < 0.05) as determined by two-sided ANOVA with adjustments made using Benjamini-Hochberg Step-Up controlling procedure. **f** Top 10 annotations from process network analysis of differentially expressed genes at the mRNA level using DAVID. Fold enrichment and *p*-values derived using Fisher’s exact test with adjustments using Bonferroni, Benjamini and FDR methods are shown.

### High-throughput expression analyses uncover essential roles for NEDD4 in NCC signalling pathways and regulation of the actin cytoskeleton

Pre-enriched total protein analysis identified quantitative data for 4381 proteins across both biological replicates using an FDR of 1% (Fig. 1b). Between replicates, we observed a high correlation of H/L ratios (3698 proteins were common to both replicates out of the 4988 observed; squared Spearman correlation co-efficient = 0.7156) (Fig. 1c). Protein abundance from the pre-enriched fractions approximated a normal distribution with no overt effect of Nedd4 knockdown on total protein abundance (log2 H/L mean = −0.07; STDEV = 0.596) (Fig. 1d). This dataset identified 190 proteins that were significantly increased or decreased in abundance due to Nedd4 knockdown (Supplementary Data 1). To validate our global MS data we performed western blot for several proteins that were altered in abundance following Nedd4 knockdown. Consistent with our proteomics data, SOX10 and ZEB2 were decreased, ERBB3 was increased and FNDC3B was expressed normally in Nedd4 knockdown cells (Supplementary Fig. 2).

We next compared total protein abundance to gene expression data obtained by microarray (Supplementary Data 1 and 2). 

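Nedd4 mRNA was lower on all 3 arrays of NCU10K cells treated with Nedd4 siRNA than on all 3 arrays of cells treated with control siRNA. Its probe set read 12.24, 12.35 and 12.34 on the log2 scale in the control replicates and 10.45, 10.94 and 10.68 in the Nedd4 siRNA replicates. The means were 12.31 ± 0.06 (SD, n = 3) and 10.69 ± 0.25 (SD, n = 3), a log2 fold change of -1.62 (standard error 0.11, adjusted p = 4.1e-07 from limma). An exact two-sided permutation test of these values gave p = 0.10, the smallest that 3 arrays against 3 allow.

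Other genes named in the paper also had lower mRNA after knockdown. Erbb3, a receptor of the neuregulin pathway, fell by 1.14 on the log2 scale (standard error 0.11, adjusted p = 6.2e-06). Kif16b, the kinesin motor for early endosomes, fell by 0.55 (standard error 0.09, adjusted p = 4.4e-04). Sox10, a transcription factor of the neural crest, fell by 0.43 (standard error 0.10, adjusted p = 0.0051). Eif4a3, a helicase of the exon junction complex, fell by 0.59 and Dvl2, a transducer of Wnt signals, fell by 0.31 (adjusted p of 0.011 and 0.033). The calls of Sox10, Eif4a3 and Dvl2 were lost with the unmoderated test that the methods name, those of Eif4a3 and Dvl2 also without Nedd4 siRNA replicate 1 (-0.50 and -0.30), and that of Dvl2 without control replicate 2 (-0.24) or Nedd4 siRNA replicate 3 (-0.26). The remaining named genes did not pass the test. Their values were log2 fold changes of 0.25 for Kpnb1, 0.16 for Stub1, 0.09 for Actb, 0.03 for Fndc3b, 0.00 for Ndfip2, -0.08 for Ndfip1 and -0.17 for Zeb2. Kpnb1 passed with the unmoderated test and in several other settings. Magoh and Runx2 had no probe set that the annotation pairs with that gene alone, and were not tested.

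NCU10K is an immortalized mouse neural crest cell line. RNA was collected 48 h after transfection with Nedd4 siRNA or a low GC control siRNA, from 3 separate experiments per group. Each array received 300 ng of RNA on the Affymetrix mouse gene-level platform, whose probe sets cover whole transcripts. The methods describe the RNA as coming from a well of a multiwell plate, whereas the sample records describe a larger dish. The authors processed the arrays in Partek by RMA with a correction for probe GC content. They averaged the probes of each probe set and deposited log2 values rounded to 2 decimals. The values were used as deposited. Array medians were 6.35, 6.31 and 6.35 in the control group and 6.33, 6.28 and 6.33 in the Nedd4 siRNA group.

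The table holds 28440 probe sets, of which 21780 are paired with exactly 1 gene symbol, 1618 with several and 5042 with none in the annotation used. The brightest single-gene probe set stood for each of 19933 genes. The groups were compared with limma, and p-values were adjusted by the Benjamini-Hochberg method over these genes. An adjusted p under 0.05 was the threshold, as in the paper. The number of arrays limits the precision: the median spread of a gene within groups was 0.11 on the log2 scale.

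**Figure D1:**
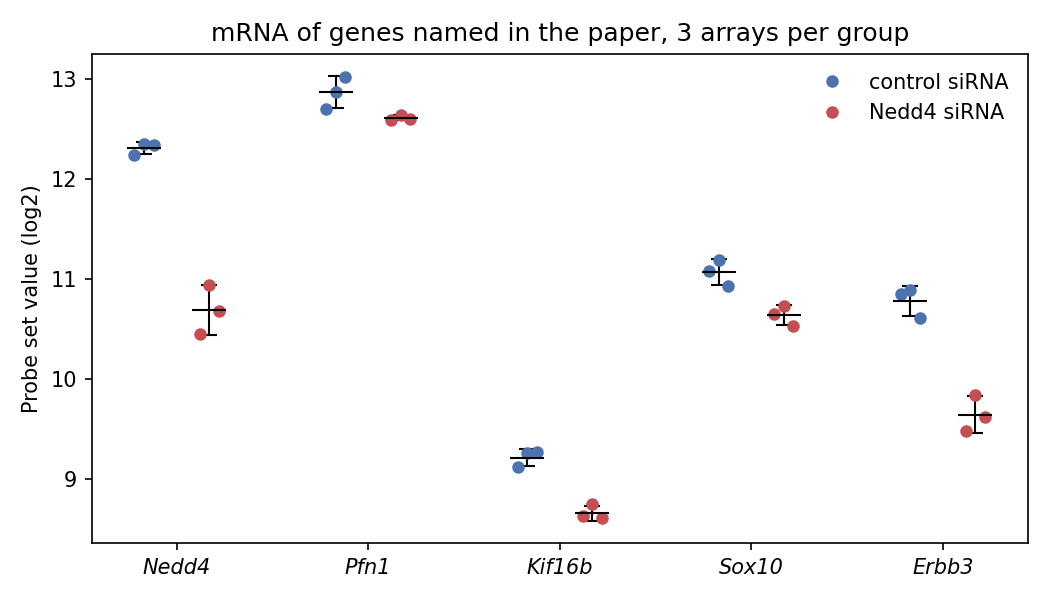
Probe set values on the log2 scale (vertical axis) of Nedd4, Pfn1, Kif16b, Sox10 and Erbb3 on each array. Points are the 3 control siRNA arrays (blue) and the 3 Nedd4 siRNA arrays (red), and black lines are the mean and SD. For Nedd4, the control arrays lie between 12.24 and 12.35 and the Nedd4 siRNA arrays between 10.45 and 10.94.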

Overall the two data sets showed low correlation (squared Spearman correlation co-efficient = 0.21), which is consistent with other reports comparing high-throughput proteomic and transcriptomic profiling of matched samples^11,12^. 

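Several altered proteins had mRNA that moved the other way. Nlrp2, a protein of the NOD-like receptor family, had a protein log2 ratio of -2.04 in Supplementary Data 1 and its mRNA rose by 1.18 (standard error 0.10, adjusted p = 2.9e-06 from limma). The AP-1 subunit Junb had the paper's protein ratio of -2.73 and an mRNA rise of 0.61 (standard error 0.12, adjusted p = 0.0017). Agpat2, an acyltransferase of phospholipid synthesis, had the paper's protein ratio of 1.64, and its mRNA fell by 0.50 (standard error 0.10, adjusted p = 0.0020). The mRNA calls of Junb and Agpat2 were lost with the unmoderated test of the methods.

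Of the 190 proteins marked as altered in Supplementary Data 1, 171 had a gene tested on the arrays. Across these genes, Spearman's rho between the protein ratio and the mRNA log2 fold change was 0.27, a squared value of 0.0736 (two-sided permutation test with 100000 resamples, p = 0.00026). Pearson's r was 0.28, a squared value of 0.0789. Genes are not independent replicates, and leaving out control replicate 1 gave a squared rho of 0.0462. The protein ratios were used as the paper gives them, with control cells light and Nedd4 siRNA cells heavy. Of the 91 lower proteins, 35 had lower and 7 had higher mRNA. Others had large ratios beside mRNA that did not pass, such as Serpinc1 (-6.20, mRNA 0.07) and Apob (-4.99, mRNA -0.06), picked after their values were seen. Whether such ratios reflect the knockdown was not tested. Another split of the 6 arrays into groups of 3 gave 0.181, but such a split keeps part of the treatment difference and does not measure chance. The copy of the table used here holds 1004 proteins, among them all 190 altered ones, so no correlation over the complete proteome was computed.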

Of the 190 differentially expressed proteins, less than a fifth (37) showed significant changes in mRNA expression (Fig. 1e; magenta dots for increased gene expression, green dots for decreased). This suggests that the abundance of a considerable number of proteins is affected by post-transcriptional mechanisms as a result of *Nedd4* knockdown. 

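Among the altered proteins, mRNA of 76 genes passed the test, 36 of them higher and 40 lower after Nedd4 siRNA. Most of these, 64, moved in the direction of the protein and 12 moved against it. Of the proteins that were higher, 29 had higher and 5 had lower mRNA. Of the proteins that were lower, 35 had lower and 7 had higher mRNA. Cfdp1, a craniofacial development protein, had the largest mRNA fall of this set, at a log2 fold change of -1.78 (standard error 0.10, adjusted p = 5.8e-08 from limma). Its protein ratio in the paper is -2.05. The myelin enzyme Cnp and the collagen lysyl hydroxylase Plod1 had mRNA changes of -1.58 and -1.46, beside the paper's protein ratios of -1.14 and -1.17. Npepl1, an aminopeptidase, was higher by 1.51 in mRNA and by 1.05 in the paper's protein ratio. With the unmoderated test of the methods, 50 of the genes passed. From the count of altered proteins with changed mRNA, the paper proposes that post-transcriptional mechanisms affect the abundance of many proteins after Nedd4 knockdown.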

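Of the 19933 genes tested, 2112 were higher and 1968 lower after Nedd4 siRNA (limma, adjusted p under 0.05), which is 20.5% of them. A single Nedd4 siRNA was compared with a single control siRNA, and off-target effects were not tested. Only 113 of the higher and 146 of the lower genes changed at least 2-fold. The largest rises were in Cp, which encodes the copper-binding ferroxidase ceruloplasmin (log2 fold change 2.42), the surface glycoprotein Cd24a (2.21), the metalloprotease Adam8 (2.14), the guidance ligand Sema3c (2.02) and the ectonucleotidase Enpp3 (1.99). They were followed by the focal adhesion protein Tns1 (1.95), Tent5a (1.83), the angiogenin family ribonuclease Ang2 (1.82), Adam9 (1.81) and Fgd3 (1.73). The largest falls were in Pmp2, a fatty acid binding protein of peripheral myelin (-3.24), the adhesion molecule Ceacam1 (-2.33), Hhla1 (-2.15), the lipid flippase Atp10b (-2.11) and Tmem229b (-2.09). Hsd11b1 (-2.08), which regenerates active glucocorticoid, Cmtm5 (-2.01), the lysosomal glycoprotein Cd68 (-1.97), Tecrl (-1.96) and Wfdc13 (-1.93) came next. Standard errors of these changes were between 0.09 and 0.14. Without Nedd4 siRNA replicate 1, 1359 genes were higher and 1368 lower, and with the unmoderated test of the methods 1127 and 1016.

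Genes of axon guidance changed more often than other genes. All lists here were written from textbook knowledge before the data were examined, but after the paper's enriched pathways and the first lines of its tables had been read. Axon guidance, adherens junction and lysosome are terms of the paper's Supplementary Data 3, from the same arrays, so a pass here is not independent support. Of 110 axon guidance genes tested, 24 were higher and 15 lower, and 26 and 17 when adjusted over the list alone (Fisher's exact test, adjusted p = 8.4e-04 over 31 lists). Sema7a rose by 1.69, whereas Plxnd1, a semaphorin receptor, fell by 1.62 and the ephrin Efna2 by 1.51. In the list for adherens junctions, 14 of 67 genes were higher and 16 lower (16 and 17 adjusted over the list alone, Fisher adjusted p = 3.5e-05), with a median of 0.09 and a mean of -0.0073. Tcf7l1 (-1.13), the insulin receptor Insr (-0.97) and the phosphatase Ptprf (-0.69) were among those that fell. Of 99 lysosome genes, 17 were higher and 16 lower (20 and 17 adjusted over the list alone, Fisher adjusted p = 0.0049). Gm2a, the GM2 activator, and Galc, which degrades galactosylceramide, rose by 1.62 and 1.58. Nagpa, which completes the mannose 6-phosphate tag, fell by 1.12.

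Set against random lists matched on mean expression, a comparison chosen after seeing the data, the shares of the adherens junction list (44.8% against 31.2%) and of the lysosome list (33.3% against 32.9%) no longer passed, while that of axon guidance did (35.5% against 24.9%). The lysosome list also lost its call against a background without dim genes, when dim probe sets were left out and without control replicate 1 (adjusted p of 0.41, 0.25 and 0.062, in a range from 2.2e-04 to 1 over all settings).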

Process network analysis on genes that were significantly affected at the mRNA level (*p* < 0.05) by *Nedd4* knockdown (David, KEGG) identified significant enrichment within signalling pathways that regulate NCC development (Fig. 1f and Supplementary Data 3). This included several intracellular signalling pathways, including RAP1, AKT, MAPK and RAS, the Notch signalling pathway, and regulation of the actin cytoskeleton. 

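Genes of all of these pathways changed in both directions after Nedd4 knockdown. In the RAP1 list, 34 of 161 tested genes were higher and 34 lower (39 and 37 adjusted over the list alone). The thrombin receptor F2r (1.20) and the G protein subunit Gnai3 (1.05) rose, and the integrin subunit Itgb3 fell by 1.09. Of 247 PI3K-AKT genes, 50 were higher and 37 lower (59 and 40 adjusted over the list alone), with rises of the interleukin 6 receptor Il6ra (1.24) and the G protein subunit Gng5 (1.17). Of 185 MAPK genes, 40 were higher and 29 lower (45 and 31 adjusted over the list alone). The calcium channel subunit Cacna2d1 (1.67) and the death receptor Fas (1.15) rose, and the orphan nuclear receptor Nr4a1 fell by 1.12. Of 155 RAS genes, 36 were higher and 21 lower (42 and 21 adjusted over the list alone). The growth factor Csf1 rose by 1.04, and Pdgfb, a ligand of the PDGF receptors, fell by 0.97.

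In the list for regulation of the actin cytoskeleton, 34 of 136 genes were higher and 22 lower (39 and 24 adjusted over the list alone). Of 55 Notch genes, 8 were higher and 10 lower, and these counts held when adjusted over the list alone. The corepressor Hdac1 (0.99) and Dvl1 (0.78) were higher, and the gamma-secretase subunits Aph1b (-0.89) and Psen2 (-0.75) were lower.

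The share of changed genes was 42.2% for RAP1, 41.2% for the actin cytoskeleton, 37.3% for MAPK, 36.8% for RAS and 35.2% for PI3K-AKT. Each exceeded the share among all other genes (Fisher's exact test adjusted over the 31 lists, p = 1.1e-08, 4.1e-07, 5.9e-07, 1.3e-05 and 4.3e-07). The lists were written for pathways that the paper had already found enriched on the same arrays, so these passes are not independent support. Fisher's test also treats genes as independent. Random lists matched on mean expression, a comparison chosen after seeing the data, had higher shares than all genes: 24.7%, 29.9%, 28.5%, 26.3% and 26.6%. Against these the same lists still passed, by less (adjusted p = 0.00155, 0.0097, 0.034, 0.0097 and 0.0087 from the matched lists). Notch, at 32.7%, had an adjusted p of 0.051, and passed with the unmoderated test of the methods, with array weights, with the mean of a gene's probe sets and without Nedd4 siRNA replicate 3. None of these lists moved in one direction by camera with the main settings, although the actin list passed without control replicate 2 (adjusted p = 0.027) and with all probe sets. The rotation test fry gave an adjusted p of 0.041 for an upward move of the actin, PI3K-AKT and RAS lists. It asks whether a list moves at all, whereas camera asks whether it moves more than other genes. A fry p therefore shows no shift particular to a list. For these lists, camera with an estimated correlation, which has little power with so few arrays, gave an adjusted p = 0.598. The lists share members, such as Efna2 and Pdgfb, and are not independent of each other.

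**Figure D2:**
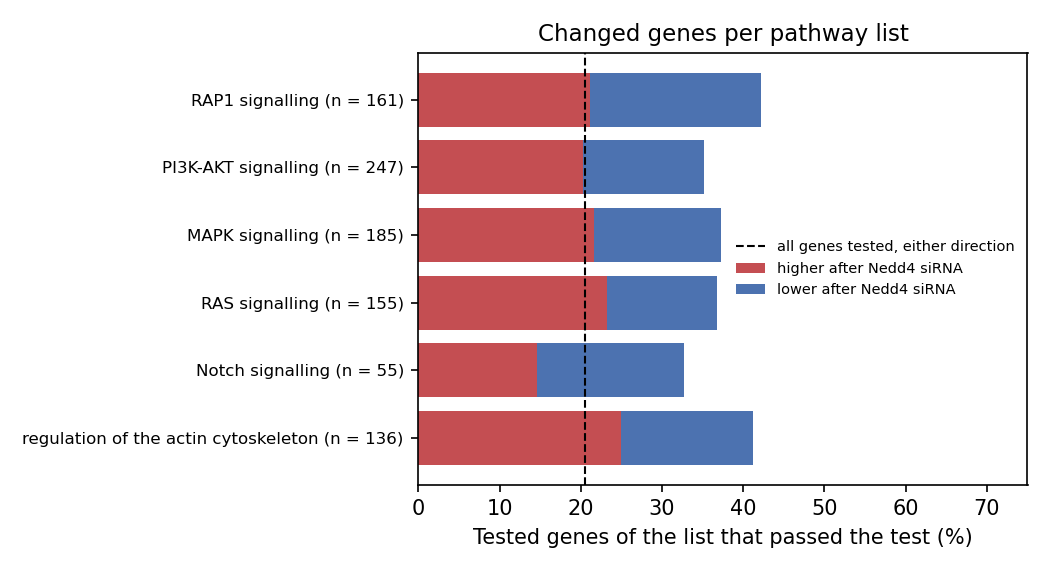
Percent of the tested genes of each list (horizontal axis) that were higher (red) or lower (blue) after Nedd4 siRNA, stacked, with the number of genes tested. The dashed line is the share among all genes tested, 20.5%, which every list exceeds, from 32.7% for Notch to 42.2% for RAP1. Random lists matched on mean expression had higher shares than this line, from 24.7% for RAP1 to 29.9% for the actin list.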

Consistent with a lack of correlation between the total protein and microarray analyses, process network analysis was unable to identify any overlap in enriched molecular pathways between the two data sets (Supplementary Data 3 and 4). However, alterations to genes that regulate the actin cytoskeleton is in strong agreement with the cell morphology change induced by *Nedd4* knockdown^13^.

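Genes for the parts of actin filaments and their assembly were more often higher than lower after Nedd4 knockdown. Of 82 such genes, 25 were higher and 5 lower, and 26 and 5 when adjusted over the list alone. Wdr1, which helps cofilin to take filaments apart, rose by 0.86, the membrane linker Ezr by 0.84 and the bundling protein Fscn1 by 0.80 on the log2 scale (adjusted p of 2.6e-05, 1.2e-04 and 1.9e-05 from limma). Lasp1, an actin-binding LIM protein, fell by 0.89 (adjusted p = 1.3e-05). The median of the list was a log2 fold change of 0.12, and the list moved upward by camera with a preset correlation of 0.01 (adjusted p = 1.5e-04 over 31 lists). The estimated correlation, 0.026, gave an adjusted p = 0.598, in a form that has little power with so few arrays.

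Among genes that regulate the actin cytoskeleton through signals from receptors, the Cdc42 exchange factor Fgd3 had the largest rise. Limk1, the kinase that inactivates cofilin, fell by 1.13 (standard error 0.11, adjusted p = 8.6e-06). The median of this list was 0.07, with an adjusted p of 0.061 by camera (0.027 without control replicate 2 and 0.038 with all probe sets, in a range up to 0.598). The share of changed genes in the list of filament parts, 36.6%, did not pass against random lists matched on mean expression, at 31.0%, nor against a background without dim genes or when dim probe sets were left out, whereas the share of the regulatory list did.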

### NEDD4 regulates the ubiquitinome of NCCs

Mass spectrometry of K-ε-GG enriched samples identified 4140 unique ubiquitin remnant containing peptides representing 4167 ubiquitination sites at an FDR of 1% across both biological replicates (Fig. 2a and Supplementary Data 6). Quantitative data were obtained for 3988 peptides corresponding to 4015 unique ubiquitination sites on a total of 1307 proteins. While a large proportion of quantified peptides were identified in only one replicate (2537 unique to 1 replicate vs 1451 common to both), there was strong correlation of H/L ratios observed between experiments (Fig. 2b) (squared Spearman correlation co-efficient = 0.8773). Consistent with other published studies using ubiquitin remnant enrichment to examine ubiquitination^14^ we observed more than one unique ubiquitin remnant carrying peptide for ~54% of proteins identified in our study (Supplementary Fig. 3).

**Fig. 2:**
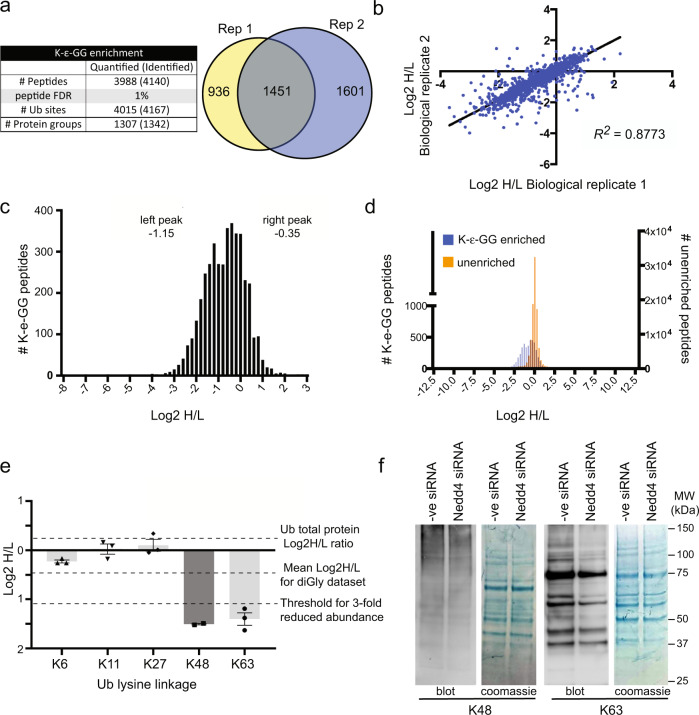
Quantitative proteomic profiling of NEDD4 regulated ubiquitination events. **a** Number of quantified ubiquitin (ub) remnant peptides and cognate protein groups (total number observed given in brackets). Venn diagram shows overlap of ubiquitin remnant peptides across 2 biological replicates (Rep). **b** Correlation of log2 H/L ratios between replicates (*R*^*2*^ = 0.8773). **c** The frequency distribution of log2 H/L ratios for ubiquitin remnant enriched (K-ε-GG) peptides has a large subset of ubiquitin remnant enriched peptides shifted left. The left peak has a mean of −1.15 and right peak −0.35. **d** Overlay of log2 H/L ratio distributions from ubiquitin remnant enriched (K-ε-GG) peptides (blue) and pre-enrichment peptides (orange) shows ubiquitin remnant peptide abundance is shifted left compared to the pre-enrichment peptide samples. **e** Log2 H/L ratios of ubiquitin remnant peptides derived from inter-ubiquitin isopeptide bonds. There is a specific reduction in abundance of ubiquitin-derived peptides with K48 and K63 ubiquitin linkages following *Nedd4* siRNA knockdown. Total ubiquitin abundance was not altered in the *Nedd4* siRNA treated cells. Quantitation of the ubiquitin linkages was performed from 3 independent experiments. Data are presented as mean values +/− SEM. **f** Reduction of ubiquitin remnants for K48 and K63 linkage was confirmed by western blot using linkage-specific antibodies. Note that equal amounts of lysate loaded as indicated in Coomassie brilliant blue-stained membrane. Blots are representative of 3 repeats. Uncropped images are provided as a Source data file.

Unexpectedly, *Nedd4* knockdown affected the ubiquitination of a large subset of peptides. Log transformed H/L ratios of ubiquitinated peptides found a bimodal distribution with a subset of peptides showing a leftward shift indicating reduced abundance in cells treated with the *Nedd4* siRNA (Fig. 2c). This effect was not observed in peptides from the matching pre-enriched samples, which approximated a normal distribution (Fig. 2d). This overall change in abundance was underpinned by a reduction in K63 and K48 ubiquitin linkages following siRNA knockdown of *Nedd4* (Fig. 2e), which were validated by immunoblotting (Fig. 2f). The reduction in specific ubiquitin linkage usage was not coincident with a reduction in overall ubiquitin abundance as determined in our MS data and confirmed by western blot (ubiquitin log2H/L ratio 0.068; Fig. 2e and Supplementary Fig. 4).

### Identification of NEDD4 targets in NCCs

To identify putative NEDD4 targets we compared the abundance of ubiquitin remnant enriched peptides to the abundance of their cognate protein (pre-enrichment). Of the 3988 ubiquitin remnant enriched peptides for which quantitative data were available, 3604 had matching quantitative data in our pre-enriched data set (Fig. 3a). As *Nedd4* knockdown produced a bimodal distribution of ubiquitinated peptides we only considered ubiquitinated lysine residues with 3-fold decrease (green spots) or 3-fold increase (magenta) relative to their cognate protein to be affected. Using these criteria we identify 426 ubiquitination sites (259 unique proteins) that are reduced in our data set and 17 ubiquitination sites (17 unique proteins) that are increased (Supplementary Data 6). Over 95% of proteins with affected ubiquitination sites following *Nedd4* knockdown had no change in abundance (269 out of 276, Fig. 3b), with only 4 of these proteins having a significant increase. This finding suggests that many of the ubiquitination events influenced by NEDD4 (directly or indirectly) at steady state are not involved in controlling protein turnover. Process network analysis with proteins that had altered ubiquitination identified significant enrichment in signalling pathways that overlapped well with the gene data (Supplementary Data 3 and 5), including RAP1 signalling, AKT signalling and regulation of the actin cytoskeleton. Notably, 19 of the proteins with over 3-fold changes in ubiquitination levels (up or down) but not protein abundance, have established roles in regulating the actin cytoskeleton (Fig. 3c).

**Fig. 3:**
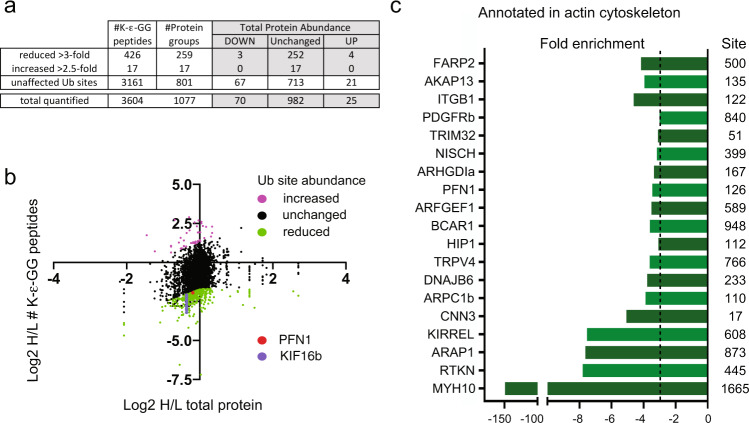
Identification of putative NEDD4 targets. **a** Tabulated values for the number of ubiquitin (ub) remnant enriched peptides satisfying criteria of being affected by *Nedd4* knockdown, the number of corresponding protein groups and a breakdown of abundance changes for proteins in either group. A breakdown of these values across the entire dataset (for all ubiquitin remnant peptides with cognate proteins in the pre-enrichment dataset) is shown on the last line. **b** 2D plot of log2 H/L ratios for all ubiquitin remnant enriched (K-ε-GG) peptides (y-axis) versus the log2 H/L ratio of their cognate protein (x-axis). Ubiquitin remnant enriched peptides with over 3-fold decrease compared to matched total protein are shown in green. Ubiquitin remnant peptides over 3-fold increase compared to matched total protein are shown in magenta. Ubiquitination events on PFN1 are shown in red, and KIF16B in purple. **c** Proteins with peptides containing over 3-fold reduced ubiquitination that are annotated in the actin cytoskeleton pathway. Only the top-ranked site for each protein is shown with corresponding lysine residue.

Using the protein interaction network analysis platform (PINA)^15^ we found that 111 of the proteins with reduced ubiquitination (~40%) have previously been reported to interact with NEDD4 (Supplementary Data 7 and 8). To expand this analysis we immunoprecipitated NEDD4 from LIGHT SILAC labelled NCCs and compared the identified co-interacting proteins to an IgG control IP from HEAVY SILAC NCCs using LC-MS/MS (Supplementary Fig. 5). Of the 276 proteins identified in our ubiquitin screen, 81 were found to co-immunoprecipitate with NEDD4 with over 1.5-fold enrichment compared to IgG control (Supplementary Data 7 and 8). Taken together, these high-throughput MS approaches uncover a comprehensive suite of NEDD4 interactions and putative targets controlling NCC development.

### Validation of NEDD4 targets

The morphological changes in NCCs treated with *Nedd4* siRNA prompted us to validate NEDD4 targets with established roles in cytoskeletal function. Using a cell-based ubiquitination assay we compared ubiquitination of putative target proteins in the presence of Flag-tagged NEDD4 or a catalytically dead version of NEDD4 (NEDD4-CS) that is unable to transfer ubiquitin to its target proteins^16^. We first tested the kinesin motor protein, KIF16B, that transports early endosomes to the plus end of microtubules^17^. KIF16B had several lysine residues with over 3-fold reduced ubiquitination in *Nedd4* knockdown cells (K633, K679, K781, K815, K846, K858, K863, K869, K902, K932, K960, K1019, K1155, K1191, K1300 and K1312) and contains a ‘PY-like’ motif that has been suggested to act as a recognition site for NEDD4 interactions^18^. KIF16B was also identified as an interactor in our MS SILAC approach (Supplementary Data 7). Immunoprecipitation of KIF16B with GFP-Trap beads was performed on protein lysates from 293 T cells co-transfected with Flag-tagged Nedd4 (or Flag-tagged Nedd4-CS), HA-tagged ubiquitin and GFP-tagged Kif16B. Blotting for HA to detect ubiquitinated KIF16B showed mild enrichment of ubiquitin in the presence of NEDD4 compared to NEDD4-CS with a unique ubiquitinated band and increased signal intensity of other bands and a polyubiquitin smear above 150 kDa (Supplementary Fig. 6a). In a similar manner we next explored the actin-binding protein PFN1, that had several lysine residues with over 2-fold reduced ubiquitination (K54, −2.68-fold reduced; K70, −2.89-fold reduced) and one lysine residue with over 3-fold reduced ubiquitination (K128, −3.46-fold reduced). Despite lacking any L/PPXY or ‘PY-like’ motifs, PFN1 was also identified as a NEDD4 interactor in our MS SILAC approach (Supplementary Data 7). Blotting of immunoprecipitated GFP-PFN1 for HA identified strong enrichment of ubiquitinated PFN1 in the presence of NEDD4 compared to NEDD4-CS with a predominant ubiquitinated band at approximately 42 kDa and an increased polyubiquitin smear above 50 kDa (Fig. 4a). The size increase of 8–10 kDa is consistent with the predominant band representing monoubiquitination of PFN1 (arrow, Fig. 4a). Taken together, these experiments provide strong validation that our MS approach uncovers a large number of NEDD4 targets and identifies NEDD4 as an E3 ligase for KIF16B and PFN1.

**Fig. 4:**
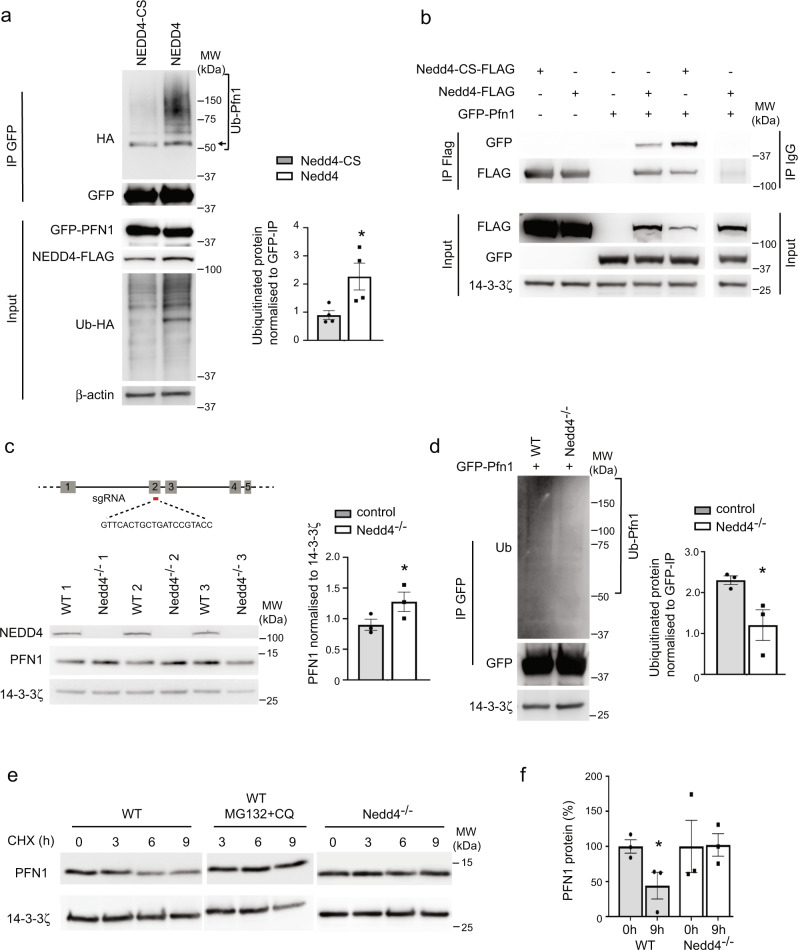
NEDD4 ubiquitinates PFN1. **a** In vivo ubiquitination assay with 293T cells transfected with HA-Ub, GFP-Pfn1 and Flag-Nedd4 or Flag-Nedd4-CS. Protein lysates were immunoprecipitated (IP) with GFP-trap beads. Ubiquitinated PFN1 (Ub-Pfn1) was probed with anti-HA antibody. Quantitation of the ubiquitinated species was performed from 4 independent experiments. Arrow indicates monoubuiqitinanted PFN1. Data are presented as mean +/− SEM. *P = 0.035 as determined by type two Student’s *t* test. Uncropped images are provided as a Source data file. **b** 293T cells were transfected with various combinations of Flag-Nedd4, Flag-Nedd4-CS and GFP-Pfn1. NEDD4 and NEDD4-CS were precipitated from protein lysates with anti-Flag antibodies and compared to mouse IgG. Corresponding antibodies were used to recognize co-immunoprecipitated proteins. Uncropped images are provided as a Source data file. Blots are representative of 3 repeats. **c** Single-guide RNA (sgRNA) sequence designed to target exon 2 of *Nedd4* for gene knockout by CRISPR. Western blot of NCU10K NCC clones derived from single cells confirms complete KO of NEDD4 and altered abundance of PFN1. Quantitation of PFN1 levels from *n* = 3 biologically independent replicates. Data are presented as mean +/− SEM. *P = 0.038 as determined by type-one Student’s *t* test. Uncropped images are provided as a Source data file. **d** In vivo ubiquitination assay with WT and *Nedd4*^*−/−*^ NCCs transfected with GFP-Pfn1. Protein lysates were immunoprecipitated with GFP-trap beads and ubiquitination detected with anti-Ub antibodies. Quantitation of ubiquitin levels on immunoprecipitated GFP-PFN1 from 3 WT and 3 *Nedd4*^*−/−*^ NCC lines. Data are presented as mean +/− SEM. *P = 0.048 as determined by type-two Student’s *t* test. Source data are provided as a Source data file. **e** Cycloheximide (CHX) chase analysis of Pfn1 degradation in WT and *Nedd4*^*−/−*^ NCCs. Blots are representative of 3 separate experiments. CQ, chloroquine. **f** Quantitation of cycloheximide chase assay from *n* = 3 biologically independent replicates. Data are presented as mean +/− SEM. *P = 0.043 as determined by type one Student’s *t* test. Source data are provided as a Source data file.

### NEDD4 regulates stability of PFN1

As NEDD4 induces pronounced ubiquitination of PFN1 we investigated the possibility that NEDD4 may regulate PFN1 function. We first validated the interaction between NEDD4 and PFN1 using co-immunoprecipitation of tagged expression constructs in 293T cells, in comparison to control IgG immunoprecipitation (Fig. 4b). To explore the functional roles of NEDD4 we generated *Nedd4*^*−/−*^ NCC (NCU10K) and control cell lines using CRISPR genome editing (Fig. 4c). Immunoprecipitation of GFP-PFN1 expressed in these CRISPR edited cell lines demonstrated a mild but significant reduction of protein ubiquitination in the absence of *Nedd4* (Fig. 4d). Ubiquitination can induce a variety of post-translational outcomes including degradation and functional alterations. Although total levels of PFN1 were not significantly altered in our pre-enrichment MS analysis, western blot of protein lysates from *Nedd4*^*−/−*^ NCCs indicated that PFN1 levels are mildly increased in the absence of NEDD4 (Fig. 4c). To explore the possibility that NEDD4 regulates PFN1 turnover we performed a cyclohexamide chase assay in which protein degradation is monitored after inhibition of new protein synthesis. After 9 h of treatment with cycloheximide, PFN1 had degraded by around 40% in control cells, which was blocked by inhibition of the proteasome and lysosome with MG132 and chloroquine (Fig. 4e, f and Supplementary Fig. 6b). Notably, degradation of PFN1 was also blocked in *Nedd4*^*−/−*^ NCCs (Fig. 4e, f and Supplementary Fig. 6b), therefore demonstrating that NEDD4 acts to promote PFN1 turnover in this cell type.

### NEDD4 regulates the actin cytoskeleton

PFN1 regulates actin polymerization by promoting the recruitment ATP-actin monomers to growing filaments. The effect of NEDD4 deficiency and altered PFN1 function on the actin cytoskeleton was therefore examined by staining F-actin with fluorescently conjugated phalloidin. Consistent with previous studies in which PFN1 levels have been manipulated^19^, *Nedd4*^*−/−*^ NCCs had significantly increased actin filaments, with increased stress-fibres located throughout the cell (Fig. 5a). Quantitation of actin levels and stress-fibre localization by measuring radial mean intensity (RMS) of actin in 5 concentric bins from the centre to the edge^20^ identified increased F-actin density throughout *Nedd4*^*−/−*^ NCCs (Fig. 5a, b), with average fluorescence intensity of the whole cell also being significantly increased (Fig. 5c). A similar increase in filamentous actin density was observed in *Nedd4* siRNA treated NCCs migrating away from trunk neural tube explants grown ex vivo (Fig. 6a). Alterations to the assembly and disassembly of actin filaments as a result of fluctuations to PFN1 levels and function have dramatic effects on cell migration, with lower levels of PFN1 found to promote migratory phenotypes in several metastatic cancers^21^. Consistent with NEDD4 regulating PFN1 function in NCCs, we found that *Nedd4* siRNA treated NCCs migrated a shorter distance from trunk neural tube explants (Fig. 6b) and that migration of *Nedd4*^*−/−*^ NCCs toward FCS was decreased compared to controls (Supplementary Fig. 7). To explore a potential role for NEDD4 in regulating actin polymerization in vivo we next analysed F-actin in *Wnt1-Cre; Nedd4*^*fl/fl*^*; Z/EG* embryos which lack NEDD4 in all NCCs and their derivatives, and in which NCCs are labelled by GFP. Quantitation of actin levels in GFP + lineage traced trunk NCCs positioned around the dorsal aorta of E9.5 embryos identified a significant increase in F-actin content similar to that of *Nedd4*^*−/−*^ NCCs grown in culture (Fig. 6c, d). This increase in actin was coincident with mild NCC migration defects in E9.5 *Wnt1-Cre; Nedd4*^*fl/fl*^ embryos. Thus, we found that actively migrating and pioneering SOX10 + trunk NCCs had migrated a shorter distance in somites 9–10 of *Wnt1-Cre; Nedd4*^*fl/fl*^ embryos compared to NCCs in the corresponding somites of stage-matched controls (Fig. 6e, f and Supplementary Fig. 8). Importantly, we found no alteration to the number or NCCs migrating in the somites of *Wnt1-Cre; Nedd4*^*fl/fl*^ embryos or to the total distance NCCs could migrate (i.e. compare somites 5–10 in which NCCs are actively migrating with somites 11–14 in which NCCs have already arrived at primordia of the sympathetic chain next to the dorsal aorta; Fig. 6e, f), suggesting that this deficiency results from altered migration dynamics rather than structural defects within their environment. We next examined the actin content in cranial NCC derived osteoblasts. Consistent with our previous analysis of craniofacial bone formation, we observed deficiency of RUNX2 + bone precursors in the mandible of E12.5 in *Wnt1-Cre; Nedd4*^*fl/fl*^ embryos (Fig. 6g). Moreover, there was a striking increase in F-actin in these cranial NCC derived cells. Taken together, this identifies a key role for NEDD4 in regulating actin polymerisation in NCCs.

**Fig. 5:**
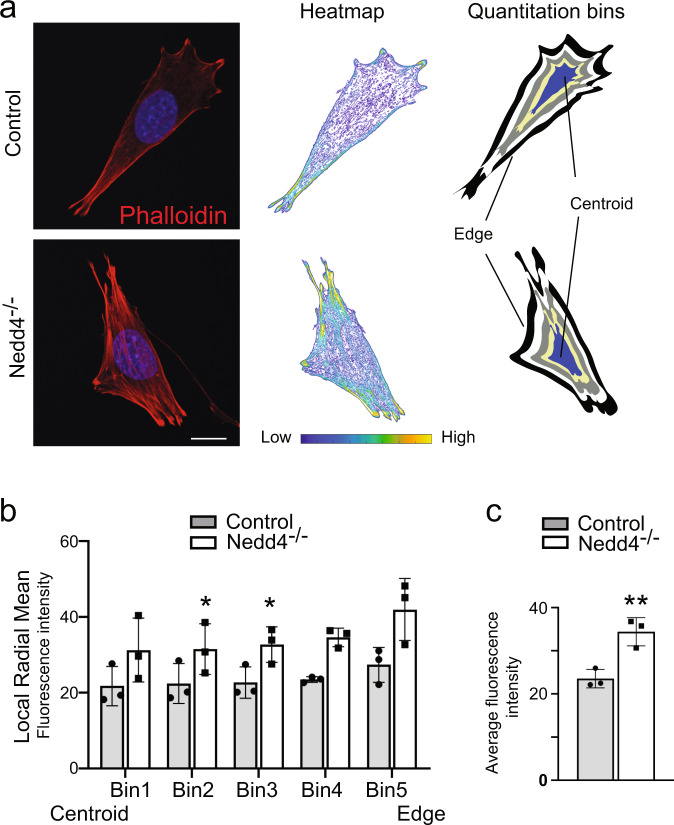
Quantitation of filamentous actin in *Nedd4*^*−/−*^ NCCs. **a** F-actin was stained in WT and *Nedd4*^*−/−*^ NCCs with fluorescently conjugated phalloidin (red). Pseudocoloured heatmaps of actin intensity were used to measure actin levels by obtaining the Radial Mean Intensity in 5 separate bins from the centre to the edge. Images are representative of 10 individual cells per genotype. **b** Quantitation of actin levels in each of the bins from WT and *Nedd4*^*−/−*^ NCCs. Data are presented as mean +/− SEM. *P = 0.049 for Bin 3, *P* = 0.0016 for Bin 4, *P* = 0.054 for Bin 5 as determined by type two Student’s *t* test. **c** Quantitation of average F-actin levels in WT and *Nedd4*^*−/−*^ NCCs. *n* = 3 biologically independent replicates. Scale bar = 10 μm. Data are presented as mean +/− SEM. **P = 0.008 as determined by type two Student’s *t* test. Source data are provided as a Source data file.

**Fig. 6:**
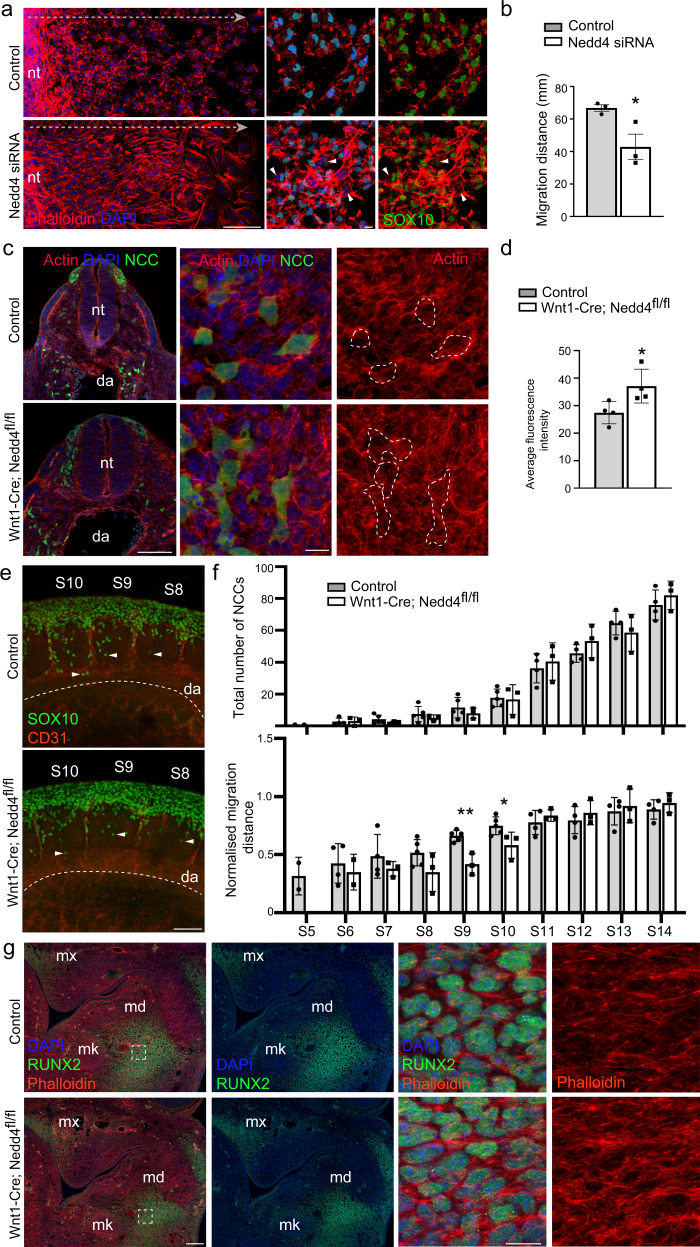
Filamentous actin is increased in *Nedd4* knockdown and *Nedd4*^*−/−*^ NCCs. **a** Trunk neural tube (nt) explants from WT E9.5 embryos grown ex vivo treated with control or *Nedd4* siRNAs. NCCs were stained with anti-SOX10 antibodies (green) and phalloidin (red) and nuclei visualised with DAPI (blue). *Nedd4* knockdown led to reduced SOX10 and increased F-actin. Scale bar = 100 μm left; 10 μm right. Images are representative of 5 individual explants per treatment. **b** Quantitation of NCC migration over 12 h from trunk neural tube explants. *N* = 3 independent experiments of siRNA treated neural tube explants. Data are presented as mean +/− SEM. *P = 0.041 as determined by type two Student’s *t* test. Source data are provided as a Source data file. **c** Representative low (left) and high magnification images (right) of transverse sections showing GFP + lineage traced migrating NCCs located next to the dorsal aorta (da) in control and *Wnt1-Cre; Nedd4*^*fl/fl*^ E9.5 embryos. Sections were stained with anti-GFP antibodies (green) and phalloidin (red) and nuclei visualised with DAPI (blue). Dashed areas mark the regions used for quantitation. Scale bar = 100 μm left; 10 μm right. **d** Quantitation of actin content in GFP + NCCs located next to the dorsal aorta from control and *Wnt1-Cre; Nedd4*^*fl/fl*^ E9.5 embryos. *N* = 4 biologically independent samples. Data are presented as mean +/− SEM. *P = 0.039 as determined by type two Student’s *t* test. Source data are provided as a Source data file. **e** Representative images of migrating trunk NCCs within somites (S) 8–10 in control and *Wnt1-Cre; Nedd4*^*fl/fl*^ E9.5 embryos. Whole embryos with 20–23 somites were stained with anti-SOX10 (green) and anti-CD31 antibodies (red) to recognise NCCs and blood vessels. Dashed line marks the ventral limit of the dorsal aorta (DA) which was used to normalise migration distance of pioneering NCCs (arrowhead). Scale bar = 100 μm. **f** Quantitation of NCC number and normalised migration distance in somites (s) 5–14 from *n* = 5 control embryos and *n* = 3 *Wnt1-Cre; Nedd4*^*fl/fl*^ embryos. Data are presented as mean +/− SEM. *P = 0.042 and **P = 0.002 as determined by type two Student’s *t* test Source data are provided as a Source data file. **g** Frontal sections of *Wnt1-Cre; Nedd4*^*fl/fl*^ and control embryos were immunostained for RUNX2 as an osteoblast marker (green), phalloidin (red) and nuclei visualised with DAPI (blue). Sections through the mandible and premaxilla are shown at low (left) and high magnification (right). Images are representative of 3 control and 3 *Wnt1-Cre; Nedd4*^*fl/fl*^ embryos. mx, maxilla; md, mandible; mk, Meckel’s cartilage. Scale bar = 100 μm left; 10 μm right.

### NEDD4 regulates PFN1 function to control actin polymerisation

To further examine the role of NEDD4 deficiency and altered PFN1 function on actin polymerisation we performed cytochalasin D (Cyto D) washout experiments using *Nedd4*^*−/−*^ NCCs. NCCs were initially transfected with Actin-GFP and imaged with spinning disc confocal microscopy to visualize actin polymerisation in real time. Cyto D treatment induced a similar level of cellular contraction and actin depolymerization in *Nedd4*^*−/−*^ and control NCCs within 30 min (Fig. 7a). However, following removal of Cyto D, cell spreading and F-actin stress fibre recovery was quicker and denser in *Nedd4*^*−/−*^ NCCs, reaching pretreatment levels within 120 min. In contrast, stress fibres were still reduced in control NCCs 180 min post Cyto D washout (Fig. 7a). Increased recovery and abundance of filamentous actin and stress fibres was also evident in fixed *Nedd4*^*−/−*^ NCCs labelled with phalloidin (Fig. 7b). Quantitation of actin levels and stress-fibre localization shows that after 180 min of recovery there was significantly more actin in *Nedd4*^*−/−*^ NCCs (Fig. 7c). We next tested if the aberrant increase in actin polymerisation resulted from altered PFN1 turnover. To reduce the levels of *Pfn1* in NCCs we optimized an siRNA approach to knock down total protein by only 30–40% (Fig. 7d). Treatment of *Nedd4*^*−/−*^ NCCs with *Pfn1* siRNA increased the time for actin recovery post Cyto D washout, similar to controls. Moreover, actin levels and localization in *Nedd4*^*−/−*^ NCCs treated with *Pfn1* siRNA were indistinguishable to controls (Fig. 7b, c). As PFN1 promotes the formation of filamentous actin from monomeric G-actin we next quantitated the levels of G- and F-actin in NCCs. As expected, *Nedd4*^*−/−*^ NCCs had an increased ratio of F:G actin compared to controls at steady-state levels (Fig. 7e). The ratio of F:G actin was also quantified in the Cyto D washout experiment. After CytoD treatment (0 min) the ratio of F:G actin was similar between control and *Nedd4*^*−/−*^ NCCs (Fig. 7f). Consistent with our imaging analysis, after 180 min recovery there was a significant increase in the ratio of F:G actin in *Nedd4*^*−/−*^ NCCs compared to controls (Fig. 7f). Treatment of *Nedd4*^*−/−*^ NCCs with *Pfn1* siRNA also decreased the F:G actin ratio similar to controls (Fig. 7f).

**Fig. 7:**
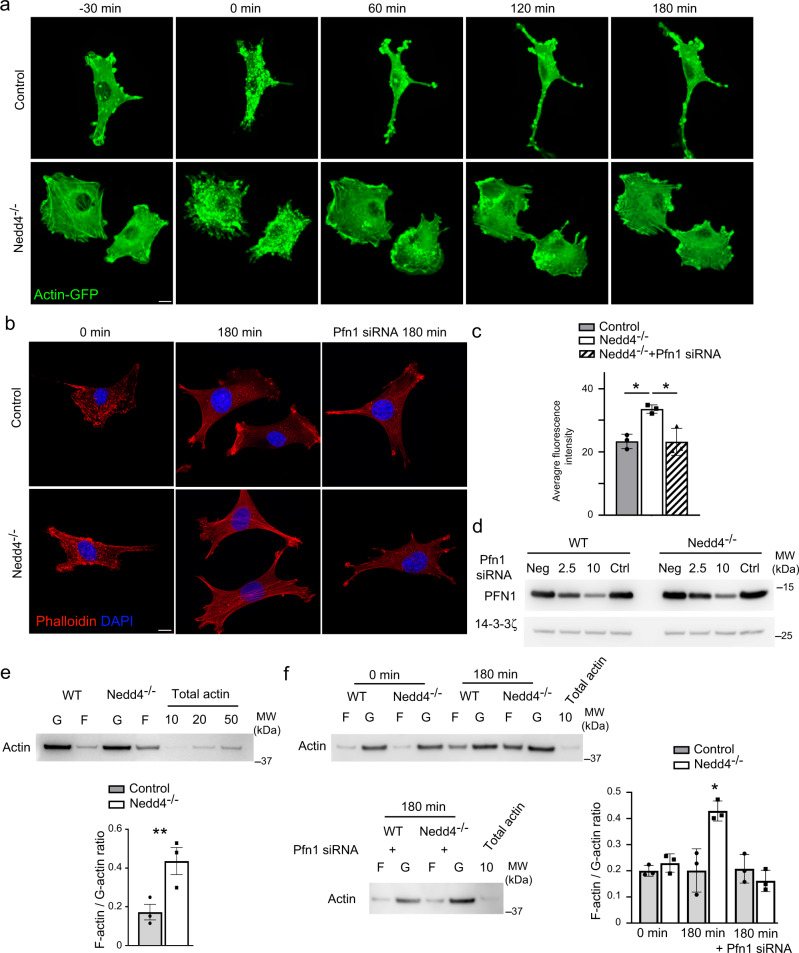
NEDD4 regulates actin polymerisation. **a** Representative time-lapse spinning disc confocal images of F-actin and stress fibre recovery after cytochalasin D washout in WT and *Nedd4*^*−/−*^ NCCs expressing EGFP–Actin (green). Acquisitions started 30 min prior and immediately after washout. Images were acquired with the interval of 30 min after the washout. Scale bar = 10 μm. Images are representative of *n* = 3 biologically independent samples. **b** Representative images of F-actin (red) and stress fibre recovery after 180 min of cytochalasin D washout in WT and *Nedd4*^*−/−*^ NCCs treated with control or *Pfn1* siRNAs. Scale bar = 10 μm. Nuclei were visualised with DAPI (blue). **c** Quantitation of average F-actin level in WT and *Nedd4*^*−/−*^ NCCs after 180 min cytochalasin D washout. *N* = 3 independent replicates. Data are presented as mean +/− SEM. *P = 0.0025 for WT v *Nedd4*^*−/−*^ NCCs and *P* = 0.016 for *Nedd4*^*−/−*^ NCCs v *Nedd4*^*−/−*^ NCCs treated with Pfn1 siRNAs as determined by type two Student’s *t* test. Source data are provided as a Source data file. **d** Abundance of Pfn1 protein detected with anti-Pfn1 antibodies in lysates of WT and *Nedd4*^*−/*−^ NCCs treated with varying amounts of *Pfn1* siRNAs (mM). Blots are representative of 3 repeats. Uncropped images are provided as a Source data file. **e** Representative western blot of F- and G-actin from WT and *Nedd4*^*−/−*^ NCC protein lysates. Total load controls of known actin levels are shown. Quantitation of the F/G actin ratio is shown for *n* = 3 independent experiments. Data are presented as mean +/− SEM. *P = 0.03 as determined by type two Student’s *t* test. Source data are provided as a Source data file. **f** Representative western blot of F- and G-actin from WT and *Nedd4*^*−/−*^ NCC protein lysates at 0 min and 180 min after cytochalasin D washout with and without *Pfn1* knockdown. Total load controls of known actin levels are shown. Quantitation of the F/G actin ratio is shown for *n* = 3 independent experiments. Data are presented as mean +/− SEM. *P = 0.012 as determined by type two Student’s *t* test. Source data are provided as a Source data file.

To explore the role of ubiquitination on PFN1 function we next mapped ubiquitinated lysine residues. From a preliminary cell-based ubiquitination screen of lysine-to-alanine mutants we identified 3 lysine residues that altered the ubiquitination status of PFN1, including lysines 70, 108 and 127 (Fig. 8a). In addition to a reduction in larger ubiquitinated species above 75 kDa with the K108A mutant, quantitation identified a significant decrease to monoubiquitination when this lysine residue is replaced (Fig. 8b). In contrast, there was a significant increase to polyubuiqitination on K127A (Fig. 8b), which is consistent with replacement of this residue destabilising protein structure. Indeed, disease-causing mutations in PFN1 often lead to increased ubiquitination^22^. Compared to control GFP-PFN1, the K70A and K108A mutations also stabilized the PFN1 protein (Fig. 8c), similar to that in *Nedd4*^*−/−*^ NCCs (Fig. 4). Functionality of these lysine residues was also explored by analysing actin recovery with Cyto D washout experiments. F-actin stress fibre recovery and density were increased in NCCs expressing the K108A mutant protein, but not with the K70A mutant protein, therefore indicating that ubiquitination of lysine 108 plays a functional role in regulating actin polymerisation (Fig. 8d). We therefore conclude that Nedd4 promotes the ubiquitination of PFN1 on specific lysine residues to regulate its ability to control the dynamics of F-actin assembly and disassembly in NCCs.

**Fig. 8:**
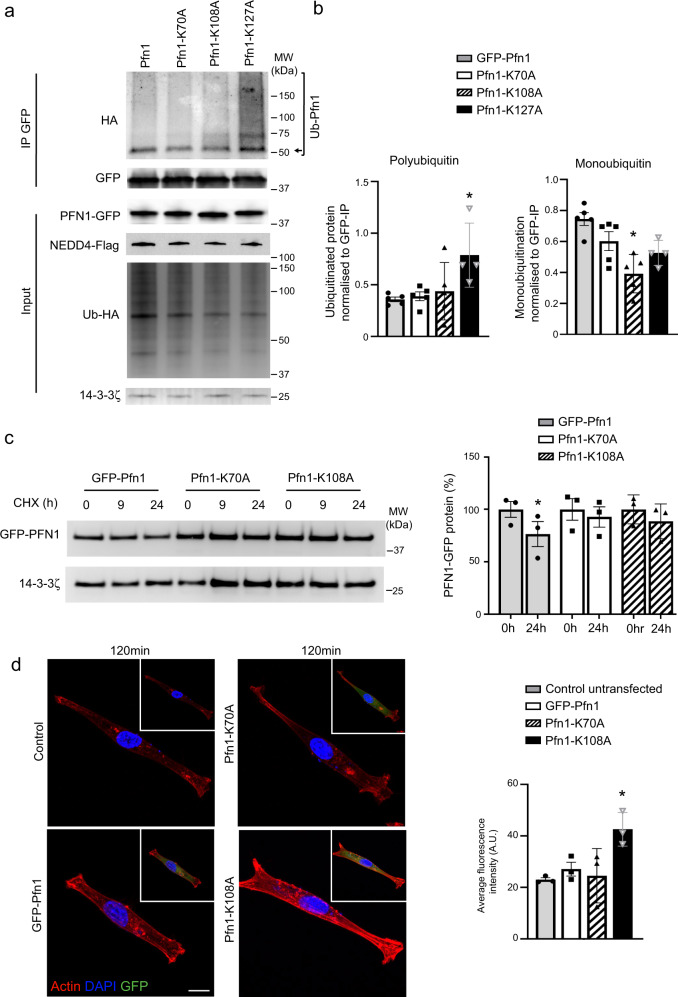
Ubiquitination of PFN1 regulates F-actin assembly. **a** In vivo ubiquitination assay with 293T cells transfected with HA-Ub, Flag-Nedd4 and GFP-Pfn1, Pfn1-K70A, Pfn1-K108A or Pfn1-K127A. Protein lysates were immunoprecipitated with GFP-trap beads. Ubiquitinated PFN1 (Ub-Pfn1) was probed with anti-HA antibody. Uncropped images are provided as a Source data file. **b** Quantitation of ubiquitination levels from 5 independent experiments. Data are presented as mean +/− SEM. *P = 0.017 for polyubiquitination of Pfn1-K127A, *P* = 0.0009 for monoubiquitination of Pfn1-K108A and *P* = 0.007 for monoubiquitination of Pfn1-K127A as determined by type two Student’s *t* test. Source data are provided as a Source data file. **c** Cycloheximide (CHX) chase analysis of GFP-PFN1, PFN1-K70A and PFN1-K108A expressed in NCCs. Quantitation of protein levels after 24 h from 3 separate WT NCC lines expressing each PFN1 mutant, *n* = 3 independent experiments. Data are presented as mean +/− SEM. *P = 0.049 as determined by type one Student’s *t* test. **d** Representative images of F-actin (red) and stress fibre recovery after 120 min of cytochalasin D washout in control NCCs or NCCs expressing GFP-Pfn1, Pfn1-K70A and Pfn1-K108A (green). Nuclei were visualised with DAPI (blue). Scale bar = 10 μm. Quantitation of average F-actin level in NCCs after 120 min cytochalasin D washout. *n* = 3 independent experiments. Data are presented as mean +/− SEM. **P = 0.007 as determined by type one Student’s *t* test.

## Discussion

Our current understanding of NCC development is biased toward the cell-autonomous roles of transcription factor networks acting downstream of morphogenetic signalling pathways^23^. However, recent work has also begun to explore the roles of post-translational modifications in this cell type^7,24^. Our own work has demonstrated that the ubiquitin ligase NEDD4 is required by NCCs to control craniofacial and peripheral nervous system development, providing a clear example that ubiquitination plays a critical role in this cell type. In this report we have applied a global proteomic strategy to explore how NEDD4 influences ubiquitination in NCCs and to identify NEDD4 substrates and molecular pathways through which NEDD4 controls NCC, craniofacial and peripheral nervous system development. We provide comprehensive data sets of genes, proteins and ubiquitinated lysine residues altered in the absence of NEDD4, and identify a suite of NEDD4 targets and interacting proteins. Our data demonstrate a role for NEDD4 in RNA transport, ribosome biogenesis and the actin cytoskeleton. We further uncover a role for NEDD4 as a regulator of the core actin-binding protein PFN1, positioning NEDD4 as a central protein in the actin polymerisation pathway.

Our global proteomics analysis uncovered several unexpected insights to ubiquitination and NEDD4 function in NCCs. Removal of *Nedd4* in NCCs led to a clear reduction of many ubiquitinated targets that led to a bimodal distribution in the heavy to light ratios of ubiquitination sites. While this was initially unexpected, global shifts in ubiquitination have also been documented in other proteomics studies in which E3 ligases have been removed^25,26^ and in studies comparing proteosome inhibition to untreated cells^27^. We propose that a global shift in ubiquitin linkages arises due to NEDD4 having a predominant role in regulating NCC ubiquitination and NCC development. The lack of a corresponding shift in protein abundance is consistent with NEDD4 primarily forming mono and K63 ubiquitin linkages on target proteins which are associated with alterations of protein function rather than proteasomal degradation^28,29^. While *Nedd4* knockdown identified significant disruption to global K63 linkages, our data also uncovered significant disruption to K48 linkages, which are commonly associated with proteasomal degradation^4^. Putative K48 linkages regulating protein turnover were uncovered for only 4 proteins that had corresponding increases in protein abundance and reduced ubiquitination in our global analyses. However, this is likely an under representation of K48 linked targets as altered protein abundance often induces regulatory feedback mechanisms on RNA expression to maintain homoeostasis, as has been documented for RNA binding proteins^30^. Indeed, in the case of PFN1 we found that a mild increase in protein abundance was only detectable by western blot and that this increase in protein level was coincident with reduced RNA expression. 

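Pfn1 mRNA had lower values on all 3 Nedd4 siRNA arrays than on all 3 control arrays, without passing the test. It read 12.86 ± 0.16 (SD, n = 3) on the log2 scale in the control group and 12.61 ± 0.03 (SD, n = 3) in the Nedd4 siRNA group. The log2 fold change was -0.25 (standard error 0.10, adjusted p = 0.085 from limma), which is 1.19-fold lower. The exact two-sided permutation test gave p = 0.10, the smallest possible with 3 arrays per group. Pfn1 passed the test with a trended and robust prior, with array weights, after quantile normalization and without control replicate 1, where the log2 fold change was -0.34. These arrays were of cells 48 h after Nedd4 siRNA, whereas the paper's western blot with raised PFN1 was of Nedd4-/- cells. Pfn2, a related profilin picked after its values were seen, rose by 0.48 (standard error 0.11, adjusted p = 0.0041 from limma).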

While a global reduction of K48 linkages in the absence of NEDD4 may be unexpected, recent studies looking at the yeast NEDD4 homologue, RSP5, reported a similar phenomenon where loss of this protein also resulted in strong effects on K48 and minimal effect on K63 linkages^31^. Based on the evidence that RSP5 and NEDD4 preferentially modify targets with single, or short chains of ubiquitin^32–35^, as seen with our own analysis of PFN1, a general hypothesis is growing that ubiquitin chains on NEDD4 targets may be extended by other E3 ligases with alternative linkage preferences^36^.

NEDD4 has been suggested to engage its substrates through interactions with target L/PPXY and “PY-like” motifs (generally S/VPXF)^31^. Analysis of our dataset revealed only 28% of proteins with affected ubiquitination sites contained L/PPXY or “PY-like” motifs (Supplementary Data 7). This finding is consistent with other high-throughput datasets examining NEDD4 targets, with only 30% of putative NEDD4 targets in rat containing L/PPXY motifs^18^, and around 60% of putative RSP5 targets in yeast containing L/PPXY or “PY-like” motifs^31^. These findings therefore question the necessity of canonical interaction motifs for substrate ubiquitination by NEDD4. Previous studies also found that around 20% of reported substrates had direct interactions with NEDD4, whereas our MS approach identified 30% (81/276) of putative NEDD4 targets as direct interactors. Binding of NEDD4 to its target proteins has also been suggested to occur through adaptor proteins, such as the arrestin-related trafficking adaptors (ARTs)^37^ and NEDD4 family-interacting proteins (NDFIP1 and 2)^16^, which may help NEDD4 to recognize target proteins not identified as direct interactors in these studies. However, an alternative explanation is that a subset of proteins with altered ubiquitination following removal of E3 ligases are indirect. In our analyses we identified several other E3 ligases with affected ubiquitination site usage, altered total abundance, or as direct interactors of NEDD4. These observations suggest that changes in abundance or function of any E3 ubiquitin ligase may further affect the abundance or function of other components of the ubiquitin-proteasome machinery. While this presents a challenge in determining which proteins are direct substrates of NEDD4, it also provides an exciting premise for NEDD4 playing a role at multiple levels of controlling ubiquitination; on one hand, as the primary enzyme involved in modifying substrates with ubiquitin moieties, while on the other, by orchestrating the ubiquitination of additional proteins through secondary E3 ligases. While multiple E3 ligase-containing complexes have been described for RING finger E3s^38^, our finding that multiple HECT domain-containing E3 ligases interact with NEDD4, suggests that additional E3 ligases with related functions can work together to imprint specific ubiquitin codes on target proteins with roles in specific cellular or developmental contexts. We propose that such complexes could also contribute to the large decrease in protein ubiquitination and bimodal distribution of ubiquitinated sites in NCCs after *Nedd4* knockdown.

A major aim of our global ubiquitinome analysis was to uncover NEDD4 targets that when aberrantly regulated may underly the NCC defects identified in *Nedd4*^*−/−*^ mice^7^. Providing strong support to the validity of our multi-omics approach is the observation that several proteins within our target list are previously identified substrates of NEDD4 (i.e. NDFIP and DVL2)^16,39^. Further credibility to the power of this approach comes from the finding that both of the targets tested with in vivo assays had enhanced ubiquitination in the presence of NEDD4. Taken together, our data therefore uncover a large number of previously unrecognized NEDD4 substrates and post-translational modifications that are essential for NCC development. This comprehensive list also provides candidate modifications that may have functional roles in other cell types.

Identification of PFN1 as a putative target in our global proteomics approach further uncovered a potential role for NEDD4 in regulating actin dynamics. The actin cytoskeleton is involved in numerous aspects of cellular function, with critical roles in migration, cellular division, cell signalling and differentiation. Central to the assembly and disassembly of filamentous actin are core actin-binding proteins that regulate the dissociation and polymerisation of actin monomers. PFN1 is a highly conserved actin-binding protein that facilitates nucleotide exchange from ADP to ATP to promote delivery of monomeric actin to the fast-growing end of new filaments, thereby enhancing polymerisation. Several of our findings demonstrate that NEDD4 negatively regulates the activity of PFN1 in NCCs: (1) Ubiquitination of PFN1 was significantly reduced in *Nedd4* knockdown NCCs in our proteomics assay, (2) NEDD4, but not NEDD4-CS enhanced PFN1 ubiquitination in 293T cells, (3) Ubiquitination of GFP-PFN1 in *Nedd4*^*−/−*^ NCCs was reduced, (4) PFN1 levels were increased in *Nedd4*^*−/−*^ NCCs, (5) PFN1 turnover is reduced in *Nedd4*^*−/−*^ NCCs, (6) Reduction of PFN1 in *Nedd4*^*−/−*^ NCCs normalized actin levels and recovery after cytochalasin D treatment, and (7) Replacement of PFN1 lysine 108 with alanine decreased NEDD4-induced ubiquitination, stabilized the protein and increased the ability of PFN1 to regulate actin density. Our finding that PFN1 can be ubiquitinated in the absence of NEDD4 and that it is still ubiquitinated at lower levels after replacing single lysine residues also suggests that additional E3 ligases mediate ubiquitination of this protein and that multiple lysine residues are targeted for ubiquitination. In this regard, the E3 ligase CHIP has also been shown to ubiquitinate PFN1 to regulate its turnover in breast cancer cell lines^40^ and this E3 ligase is also expressed in NCCs.

Consistent with NEDD4 ubiquitinating PFN1 to regulate its activity, we found that F-actin levels and stress fibre formation were altered in NCCs lacking NEDD4 and in cells expressing the ubiquitination resistant mutant GFP-PFN1-K108A. PFN1 has been proposed as a tumour suppressor in several cancers, with reduced expression identified in breast, liver, bladder and pancreatic cancers^21,41–43^. Moreover, reduced levels of PFN1 have been found to promote migration and metastasis of breast cancer cells^21^ while higher levels have been shown to decrease migration^44^. Increased levels of PFN1 have been suggested to inhibit migration by accelerating turnover of actin filaments^45^. In our own work, we find that altered PFN1 function and abundance as a result of *Nedd4*-deficiency accelerates actin polymerisation and density. This contrasting outcome likely comes from PFN1 levels only being marginally increased at steady-state levels in the absence of *Nedd4*, whereas accelerated F-actin turnover was induced with over 2-fold increases in protein level^45^. In addition to promoting protein turnover, our data suggest that ubiquitination of PFN1 also regulates its functional properties, as over-expression of GFP-PFN1 or expression of the GFP-PFN1-K70A stabilized mutant did not alter actin density when expressed in NCCs. PFN1 increases actin polymerisation by binding to G-actin and catalysing the exchange of ADP/ATP. Structural studies have found that actin primarily interacts with PFN1 on a surface comprising its β-sheets that are flanked by N- and C-terminal α-helices^46^. In contrast, a binding groove on the opposite side of the protein has been found to regulate interactions with ligands containing poly-proline motifs, including the actin regulators VASP and WAVE^47–49^. These alternate binding sites allow the formation of multi-protein complexes that are important for actin polymerisation. PFN1 also interacts with membrane phospholipids in a binding pocket that overlaps with the actin-binding site^50–52^. Thus, binding to actin and membrane phospholipids is in direct competition^51^. Lysine 108 is located on a loop region between the 6th and 7th β-sheets with close contacts to residues of the N- and C-terminal α-helices. As this lysine is thought to participate in binding to membrane phospholipids^53^, post-translational modifications to this residue are likely to alter the balance between its interactions with phospholipids and actin. It will now be important to examine the role of ubiquitination in regulating PFN1-ligand interactions and its ability to catalyse the exchange of ADP/ATP for actin polymerisation. An interesting observation in previous work is that PFN1 is regulated by post translational modifications in a context-dependent manner. PFN1 is phosphorylated on several residues in endothelial cells following stimulation with vascular endothelial growth factor^54^, and is differentially ubiquitinated in these cells under hypoxic stress^55^. Testing whether NEDD4 directs PFN1 ubiquitination under context-dependent conditions and/or in distinct compartments of the cell will be important to define its role in regulating PFN1 function and actin polymerisation.

Our previous analysis of *Nedd4*^*−/−*^ embryos uncovered reduced expression of SOX10, aberrant NCC death and deficient bone formation. Critical roles for the actin cytoskeleton have been identified in the regulation of core NCC transcription factors^56^, NCC delamination^57^, NCC migration^58^ and in craniofacial morphogenesis^59^. Consistent with at least part of the *Nedd4*^*−/−*^ NCC defect arising from alterations to actin polymerisation, morpholino knockdown of the actin-depolymerizing factor (ADF) in chick also had pronounced effects on SOX10 expression^56^ and stabilization of actin filaments alters osteoblast differentiation from stromal stem cells^60^. It is also likely that additional Nedd4 substrates and disrupted biological pathways identified in this study play important roles in NCC development and the *Nedd4*^*−/−*^ NCC phenotype. Outside of alterations to the cytoskeleton, our pathway analysis identified enrichment of several signalling pathways, including RAP1, PI3K-AKT, MAPK, RAS and Notch. While NEDD4 has established roles in targeting proteins within the PI3K-AKT, RAS and Notch pathways^61^, each of these pathways have been implicated in NCC development^62^. The phenotype of *Nedd4*^*−/−*^ mice is indicative of severe, neural crest-specific developmental defects, which in humans are collectively referred to as neurocristopathies. Recent advances in understanding the aetiology of neurocristopathies have also revealed dysregulated ribosome biogenesis as a direct causative agent in two well-studied examples, Treacher Collins Syndrome and Diamond Blackfan anaemia^63^. Both of these disorders arise from mutations that disturb ribosome biogenesis, leading to stabilization of P53 and consequently, G1 cell cycle arrest and apoptosis of NCCs^64–66^. Intriguingly, while the dependence of NCCs on proper regulation of ribosome dynamics and function remains poorly understood, it is known that the expression profiles of individual ribosomal proteins during vertebrate development are heterogeneous in terms of both cell-type and tissue-specificity^67^. Furthermore, disruption to just a single ribosomal protein produces tissue-restricted axial skeletal phenotypes, through dysregulated translation of a subset of mRNAs without impact on global translation. Our process enrichment analysis suggests that NEDD4 specifically ubiquitinates multiple protein components of complexes intimately involved in ribosome function and RNA transport. A number of these proteins including MAGOH, EIF4A3 and Importin beta-1 have been shown independently to influence the proliferation and survival of neural stem cells and cells derived from neural crest^68–70^. The ability of NEDD4 to target multiple substrates simultaneously further suggests that NEDD4 may act as a central hub in coordinating multiple signalling pathways and cellular processes to regulate NCC development.

Finally, a notable correlate to our finding that NEDD4 inhibits PFN1 function in NCCs are the contrasting roles of these proteins in cancer and neurodegeneration. While reduced levels and loss of function mutations in PFN1 are linked with cancer progression^21^ and neurodegeneration^22^, increased levels of NEDD4 are suggested to have oncogenic properties^71^ and have also been documented in neurodegeneration^72^. Our discovery of an important mechanism regulating PFN1 stability and function therefore provides insight toward the treatment of its pathological roles in several disease settings.

In summary, we report a systematic analysis of the NEDD4 ubiquitinome in NCCs. Our findings uncover a previously unrecognized role for NEDD4 in integrating regulatory processes that govern NCC development and identifies a crucial role for NEDD4 in regulating PFN1 and the actin cytoskeleton.

## Methods

### Mouse lines

All experiments were carried out in accordance with ethical guidelines of the SA Pathology and University of South Australia Animal Ethics Committees. To obtain embryos of defined gestational ages, mice were mated in the evening, and the morning of vaginal plug formation was counted as embryonic day (E) 0.5. Pregnant dams were humanely euthanized at relevant days post vaginal plug detection by CO_2_ inhalation and cervical dislocation. To remove *Nedd4* specifically in NCCs we crossed *Wnt1-Cre;Nedd4*^*fl/+*^ males to *Nedd4*^*fl/fl*^ females as previously described^6,35^. To lineage trace neural crest cells, *Wnt1-Cre;Nedd4*^*fl/+*^ males were crossed to *Z/EG* females. *Nedd4*^*fl/+*^ mice were originally supplied by Hiroshi Kawabe^35^, *Wnt1-Cre* mice were originally supplied by Tim Thomas^73^ and *Z/EG* mice were originally supplied by Andas Nagy^74^. All mice were maintained on a mixed Sv129 - C57BL/6 background on a 12 h dark/light cycle at 20–22 °C with 40–60% humidity and fed a normal chow diet. The sex of embryos used for our studies was not determined.

### Cell and tissue culture

The immortalized neural crest cell line NCU10K was obtained from Perry Bartlett^7^ and used in quantitative proteomics and microarray experiments. For microarray experiments, NCU10K cells were grown in DMEM (21051024 Thermo Fisher) supplemented with 10% foetal calf serum (10099141 Thermo Fisher). For quantitative proteomics NCU10K cells were grown in DMEM minus arginine and lysine (A33822 Thermo Fisher). For heavy isotope labelled media, DMEM was supplemented with L-Lysine-^13^C_6_^15^N_2_-HCl (K8, 100 μg/mL final, 89988 Thermo Scientific) and L-Arginine-^13^C_6_^15^N_4_ (R10, 12.5 μg/mL final, 88433 Thermo Scientific). For light isotope labelled media L-Lysine-2HCl (K0, 88429 Thermo Fisher) and L-Arginine-HCl (R0, 89989 Thermo Scientific) were used at the above concentrations. All media contained 10% dialysed foetal calf serum (236400044 Thermo Fisher). Incorporation of heavy amino acids surpassed 98% after 6 cell doublings and arginine to proline conversion was <2%. For cell-based ubiquitination assays, 293T cells originally obtained from ATCC (CRL-3216) were grown in DMEM supplemented with 10% foetal calf serum. Plasmid transfections were carried out with Lipofectamine 3000 (L3000015 Thermo Fisher). CRISPR/Cas9 targeting of the *Nedd4* locus was performed with pSpCas9(BB)-2A-GFP (px458) (Addgene plasmid # 48137). Forward (caccGTTCACTGCTGATCCGTACC) and reverse primers (aaacGGTACGGATCAGCAGTGAAC) were annealed and cloned into the BbsI site. Efficient Cas9 cleavage at the desired site was determined with GeneArt™ Genomic Cleavage Detection Kit (Life Technology) using primers flanking the cut site (CTGGATAAGACAGAAGATGG and GATCTGGATTCAATTCCTAGC). GFP positive single cells expressing either the cloning vector (WT) or the Nedd4 targeting vector (*Nedd4*^*−/−*^) were cloned with NEDD4 disruption validated by western blot. Tanswell migration assays were performed by plating 10,000 cells into the top of 8 um transwells (3422 Corning) containing DMEM with DMEM supplemented with 10% foetal calf serum placed in the bottom well. After 24 h the transwells were rinsed with 1X phosphate-buffered saline (PBS, 14190144 Thermo Fisher), cells fixed with 4% paraformaldehyde (PFA) (158127 Merck) and stained with crystal violet. Cells remaining in the top well were removed with cotton swabs. Images were taken on Olympus SZX10 microscope with Openlab software (Improvision). Trunk neural tubes were isolated from E9.5 embryos for the culture of primary NCCs^75^. siRNA transfections were performed using Lipofectamine RNAimax (13778150 Thermo Fisher) with *Nedd4* Stealth siRNA (GCCAGAGAGUGGUUCUUCCUCAUCU) (MSS206986 Thermo Fisher) or low GC control siRNA (12935200 Thermo Fisher) for 48 h before harvesting. Images of siRNA treated cells were taken on an Olympus CKX41 microscope. For primary neural tubes siRNA was transfected 4 h after plating^7^. Images of actin-GFP transfected cells and primary neural tube explants were acquired using a CellVoyager™ CV1000 spinning disc microscope (Yokogawa) with time-lapsed imaging of actin recovery captured every 10 min. CV1000 software (Yokogawa) was used to generate images and movies. Translation shut-off experiments were performed with 50 μg/ml of cycloheximide (C4859 Merck) in normal growth media. NCCs were seeded in 12-well plates with equal number of cells in each well. Following treatment with cycloheximide for the indicated time points cells were harvested for immunoblotting analysis on LAS-4000 with Multi Gauge software (Fuji Films). Actin depolymerization was performed with 2 mM cytochalasin D (C8273 Merck) in normal growth media. Treatment of transfected NCCs started 24 h after transfection. F-actin and stress fibre recovery was stimulated with 3 washing steps with normal growth medium.

### Protein extraction and digestion for MS

NCCs in 10 × 10 cm plate were washed twice with ice-cold PBS and lysed in 10 mL lysis buffer containing 20 mM HEPES (15630080 Thermo Fisher) at pH 8.0, 8 M urea (U5378 Merck), 1 mM sodium orthovanadate (S6508 Merck), 2.5 mM sodium pyrophosphate (71505 Merck), 1 mM β-glycerophosphate (G9422 Merck). Samples were sonicated using a Sonics Vibra-cell micro-tip sonicator (3 mm probe). Lysates were cleared by centrifugation at 20,000 × *g* for 15 min and transferred to a fresh 50 mL tube (Falcon). Protein concentration was estimated using the EZQ fluorescence-based protein assay (R33200 Thermo Fisher) and 5 mg of each lysate (i.e. 5 mg K8R10 *Nedd4* siRNA and 5 mg K0R0 control siRNA) combined (final volume ~8 mL). Proteins were reduced with dithiothreitol (4.5 mM final) for 1 h at room temp and carbamidomethylated with iodoacetamide (10 mM final) 15 min at room temp. The sample was then diluted to 2 M urea with 20 mM HEPES pH 8.0 and digested overnight at room temperature with trypsin-TPCK (1:31 w/w) (TRTPCK Worthington). Following digestion, samples were acidified with formic acid (F0507 Merck) and desalted using a 360 mg C18 Sep-Pak Classic cartridge (WAT054955 Waters). C18 cartridges were conditioned with 5 ml of 100% MeCN (34851 Merck), followed by 5 ml of 50% MeCN, 0.1% FA (302031 Merck), and finally 20 ml of 0.1% trifluoroacetic acid (TFA). Sample was loaded onto the conditioned C18 cartridge, washed with 15 ml of 0.1% TFA, and eluted with 6 ml of 50% MeCN, 0.1% FA. Desalted samples were frozen to −80 °C in a 50 mL tube and dried to completeness overnight in an RVC 2-18 CDplus rotational vacuum concentrator (Martin Christ) connected to an Alpha 2-4 LDplus freeze drier set to 0.01 mbar vacuum at −70 °C (Martin Christ).

### Basic reversed-phase (RP) chromatography

Off-line basic RP fractionation^76^ was performed with a custom-manufactured Zorbax 300 Extend-C18 column (9.4 × 250 mm, 300 Å, 5 μm, Agilent). This column was coupled to a Waters 1525 Binary HPLC pump complete with 2489 UV/vis detector and fraction collector. Dried peptides were resuspended in 1.8 ml of basic RP solvent A (2% MeCN, 5 mM ammonium formate, pH 10 (70221 Merck)), and loaded into a 2 mL loop. We used a 64 min basic RP liquid chromatography (LC) method consisting of an initial increase to 8% solvent B (90% MeCN, 5 mM ammonium formate, pH 10) at 1.1% B/min followed by a 38-min linear gradient (0.5% B/min) from 8% solvent B to 27% B and successive ramps to 31% B (1% B/min), 39% B (0.5% B/min) and 60% B (3% B/min). The entire LC separation was carried out at 3 ml/min. Upon sample injection, 80 basic RP fractions were collected in 48 s intervals (2.4 mL/fraction) into 10 mL polypropylene tubes (Falcon). Following separation, the fractions were pooled following a non-contiguous pooling strategy into eight total fractions in 50 mL tubes (essentially 10 sub-fractions combined to make one final fraction following the rule 8*[1–10] *+* *n* where *n* = the final fraction number [1–8]).

### Anti-K-ε-GG antibody cross-linking and ubiquitin remnant enrichment

Antibody cross-linking and ubiquitin remnant enrichment was performed following previous methods^76^ with an antibody bead slurry provided in the PTMScan® ubiquitin remnant motif (K-ε-GG) kit (5562 Cell Signaling Technology). Washed beads were crosslinked by resuspending the antibody beads in 1 ml of 20 mM dimethyl pimelimidate (DMP) (D8388 Merck) at room temperature. The reaction was quenched with 200 mM ethanolamine, pH 8.0 (E9508 Merck) followed by incubation in 200 mM ethanolamine for 2 h at 4 °C with rotation. After quenching, the antibody beads were washed three times and finally resuspended in immuno-affinity purification buffer (IAP) (50 mM MOPS, pH 7.2 (M1254 Merck), 10 mM sodium phosphate (342483 Merck), 50 mM NaCl (S9888 Merck)) buffer. Each of the eight peptide fractions was resuspended in 1.5 mL IAP. 1450 μL of each peptide fraction were transferred to low bind microfuge tubes (Eppendorf) with 50 μL reserved for “pre-enrichment” protein identification and abundance measurements by LC-MS/MS. 55 μL of the crosslinked K-ε-GG antibody beads was added to each 1450 μL peptide fraction and incubated overnight at 4 °C with rotation. K-ε-GG remnant beads were washed four times with 1.5 ml of ice-cold PBS followed by elution of the ubiquitin remnant peptides with 0.15% trifluoroacetic acetic. Purified peptides were desalted using homemade C18 StageTips^77^, eluted with 50 μL of 50% acetonitrile, 0.1% FA, dried to completeness and resuspended in 2% acetonitrile, 0.1% FA.

### LC-MS/MS analysis

Fractionated peptides were analysed by LC-MS/MS using a Q Exactive mass spectrometer (Thermo Scientific, Bremen, Germany) coupled online with a RSLC nano uHPLC (Ultimate 3000, Thermo Scientific, Bremen, Germany). Samples were loaded on a 100 μm, 2 cm pepmap 100 trap column (164946 Thermo Fisher) in 2% MeCN, 0.1% formic acid at a flow rate of 15 μl/min. Peptides were eluted and separated at a flow rate of 300 μl/min on a RSLC nanocolumn 75 μm × 50 cm, pepmap100 C18, 3 μm 100 Å pore size (164946 Thermo Fisher), using 60 min linear gradient 2–24% acetonitrile for pre-enrichment samples and 30 min gradient for enriched peptides. The eluent was nebulised and ionised using the Thermo nano electrospray source with a distal coated fused silica emitter (New Objective, Woburn, MA, USA) with a capillary voltage of 1.7–2.1 kV. The Q Exactive instrument was operated in the data-dependent mode to automatically switch between full-scan MS and MS/MS acquisition. Survey full-scan MS spectra (*m*/*z* 375–1600) were acquired in the Orbitrap with 70,000 resolution (*m*/*z* 200) after accumulation of ions to a 3 × 10^6^ target value with maximum injection time of 120 ms. Dynamic exclusion was set to 15 s. The 12 most intense multiply charged ions (*z* ≥ 2) were sequentially isolated and fragmented in the octopole collision cell by higher-energy collisional dissociation (HCD) with a fixed injection time of 60 ms 17,500 resolution and AGC target of 1 × 10^5^ counts. 2.5 Da isolation width was chosen. Underfill ratio was at 10% and dynamic exclusion was set to 15 s. Typical mass spectrometric conditions were as follows: spray voltage, 2 kV; no sheath and auxiliary gas flow; heated capillary temperature, 275 °C; normalized HCD collision energy 27% and subjected to LC-MS analysis.

### MS data analysis

MS data were analysed using MaxQuant^78^ version 1.3.0.5 and searched against the mouse UniprotKB database (version 2013_09 containing 75,952 entries). Also included was a list of 248 common laboratory contaminants provided by MaxQuant. For the search parameters, enzyme specificity was set to trypsin with the maximum number of missed cleavages set to 2. Precursor mass tolerance was set to 20 ppm for the first search (used for nonlinear mass re-calibration) and 6 ppm for the main search. Variable modifications included were oxidized methionine, Gly-Gly modified lysines, and N-terminal protein acetylation. Carbamidomethylation modification of cysteines was fixed. The false discovery rate (FDR) for peptide, protein, and site identification was set to 1%; the minimum peptide length was set to 7 and the filter-labelled amino acid, peptide requantification and match between runs functions were enabled. All eight fractions from both biological replicates were searched together using the experiment template to define them as separate experiments with eight fractions each. Pre-enrichment fractions (total) were searched separately to ubiquitin remnant enriched fractions. The match between runs function was enabled in both cases. Ubiquitination site identification and quantification information were obtained from the MaxQuant Gly-Gly sites and evidence data. Protein group identification and quantification were obtained from the proteinGroups data. Contaminants and reversed database hits were removed prior to data processing. Significant changes in pre-enrichment protein abundance were determined using Perseus (statistical software available with MaxQuant) and based on significance B with a Benjamini–Hochberg corrected FDR < 5%. For evaluating diglycine peptide assignments, any peptide with a ubiquitin remnant on a C-terminal lysine that had a better than 50% localization probability was excluded. Identification and quantification of protein groups from the “total” samples was obtained from the proteinGroups data. The normalised H/L values for both “total” and ubiquitin remnant enriched datasets are reported (log-transformed to base 2). In all cases, the leading razor protein is the reported protein ID. Where proteins in a protein group cannot be distinguished in a data both variants are listed.

### Microarray preparation and data analysis

Microarrays were performed at the Adelaide Microarray Centre (SA Pathology/University of Adelaide, South Australia, Australia). All microarray analyses were performed on 3 biological replicates. RNA was prepared from a single well of a 24-well plate with Qiagen RNeasy microcolumns (Qiagen). RNA sample integrity was measured using an Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) prior to microarray analysis. 300 ng samples of high-quality RNA were prepared for microarray using the GeneChip WT Expression Kit and Affymetrix Terminal Labelling and Control Kit (900670 Thermo Fisher) as per the manufacturers’ protocols. Affymetrix GeneChip Gene 1.0 ST Mouse Arrays were used for gene expression analysis. After overnight hybridisation, the microarrays were washed and stained using Affymetrix Hybridisation Wash and Stain reagents on an Affymetrix GeneChip Fluidics Station 450. Scanning was performed on a GeneChip 3000 7G Scanner with Command Console software. Affymetrix raw array data were processed using Partek Genomics Suite software (Partek). Briefly, .cel files were imported using RMA background correction, Partek’s own GC content correction, and mean probe summarization. Differential gene expression was assessed by ANOVA with the *p*-value adjusted using step-up multiple test correction to control the false discovery rate. When comparing gene expression and proteomic data, the leading razor protein UniprotKB ID was used to obtain Refseq nucleotide identifiers using the UniProt retrieve/ID mapping function.

### NEDD4 co-immunoprecipitation and LC-MS/MS analysis

HEAVY and LIGHT SILAC NCU10K cells were lysed in non-denaturing lysis buffer (20 mM sodium phosphate buffer pH 7.5, 150 mM NaCl, 5% Glycerol (G5516 Merck), 1% NP40 (NP40 Merck), Complete Protease Inhibitor cocktail (CO-RO Merck), 2.5 mM sodium pyrophosphate, 1 mM β-glycerophosphate, 1 mM sodium orthovanadate) and precleared with protein G sepharose (P3296 Merck). 50 μL of protein G dynabeads (10004D Thermo Fisher) preincubated with 4 μg of anti-NEDD4 (BD Bioscience) or isotype-matched IgG control mouse antibody (Jackson) in PBS with 0.1% Triton-X 100 (PBST) (X100 Merck) were added to 1 mg of lysate for 2 h at 4 °C. Dynabeads were washed twice with PBST and immunoprecipitated material eluted in 2x SDS load buffer and separated on a 4–12% NuPAGE polyacrylamide gel (WG1203 Thermo Fisher). The gel was stained with coomassie G250 (B0149 Merck) and 13 equal-sized bands cut for analysis. Each band was submitted to in-gel tryptic digest and peptides analysed using a Q Exactive mass spectrometer (Thermo Fisher) coupled online with a RSLC nano uHPLC (Ultimate 3000, Thermo Fisher) and data interpreted using MaxQuant.

### Immunoprecipitation and western blot

Cells were lysed in NP-40 buffer (137 mM NaCl, 10 mM Tris pH 7.4 (108319 Merck), 10% glycerol, 1% NP-40, 2 mM sodium fluoride and 2 mM sodium vanadate) containing Complete Protease Inhibitors. For immunoprecipitation, the supernatants were precleared with mouse Ig-coupled Sepharose beads for 30 min at 4 °C. The precleared lysates were incubated for 2 h at 4 °C with 2 μg/mL of anti-Flag (F1804 Merck) or control mouse IgG absorbed to protein G-Sepharose. The sepharose beads were washed 3 times with lysis buffer before being boiled for 5 min in SDS-PAGE sample buffer. For purification of GFP-fusion proteins GFP-Trap beads were used following the manufacturers’ protocols (gta-10 Chromotek)^79^. The GFP-Pfn10 vector containing mouse Pfn1 fused to GFP was a gift from Michael Davidson (Addgene plasmid # 56438). Single lysine residues were replaced by alanine by inserting modified gene fragments (IDT) into the XhoI and XbaI sites of the GFP-Pfn10 vector. The pEYFP-C1-Kif16b vector was a kind gift from Marino Zerial. Fractionation of F and G actin was performed following the manufacturers protocols (BK037 Cytoskeleton). Protein samples were separated by SDS-PAGE and transferred to PVDF membrane (88585 Thermo Fisher) with known amounts of actin used for quantitation in F:G actin fractionation experiments. Membranes were blocked in 5% skim milk powder in tris buffered saline (TBS, 50 mM Tris pH 7.5, 150 mM NaCl) with 0.1% Tween 20 (P1379 Merck). The following primary antibodies were used: anti-actin (AAN02 Pierce, 1 in 1000), anti-SOX10 (ab155279 Abcam, 1 in 4000), anti-ERBB3 (Ab-1289 AAT Bioquest, 1 in 150), anti-FNDC3B (ab135714 Abcam, 1 in 500), anti-ZEB2 (NBP1-82991 Novus Biologicals in 1000), anti-NEDD4 (611481 BD, 1 in 3000), anti-ubiquitin P4G7 (838703 Biolegend, 1:1000), anti-ubiquitin K63 (5621 Cell Signalling Technologies, 1:1000), anti-ubiquitin K48 (8081 Cell Signalling Technologies, 1:1000), anti PFN1 (3237 Cell Signalling Technologies, 1:1000), anti 14-3-3zeta C-16 (sc1019 Santa Cruz, 1:1000)^80^ and mouse IgG isotype control (Jackson, used at 4 μg/mg of lysate).

### Immunohistochemistry

Cells and tissue sections were fixed in 4% PFA (158127 Merck). Embryos were cryosectioned at 12 µm. Cryosections and fixed cells were blocked in 10% DAKO serum-free blocking solution (X0909 DAKO) in PBST. The following primary antibodies and stains were used: anti-SOX10 (AF2864 R&D, 1:200), anti-RUNX2 (12556 Cell Signalling, 1:250), Alexa-fluor 594 phalloidin (A12381 Life technologies, 1:1000). The following secondary antibodies were used at 1:200 dilution: anti-rabbit AlexaFluor 488 (A21206 Thermo Fisher); anti-rabbit AlexaFluor 555 (A31572 Thermo Fisher); anti-mouse AlexaFluor 647 (A31571 Thermo Fisher); anti-mouse AlexaFluor 488 (A21202 Thermo Fisher); anti-rat AlexaFluor 488 (A21208 Thermo Fisher). Tissue sections and cells were mounted in Prolong Diamond Anti-fade with DAPI (P36962 Thermo Fisher). Images were acquired using a Zeiss LSM 800 confocal microscope and ZEN (blue) software.

### Quantitation and statistics

Actin quantitation on fluorescent confocal images was performed in Matlab with custom made code obtained from Rafael Aldabe^20^. Radial Mean Intensity was used to quantify protein distribution independent of cell shape and size. Cell morphology was converted into a circular distribution by applying to each local intensity pixel a geometric transformation, which depends only on the distance of the pixel to the centroid and the closest edge of the cell. These circles were split into five separate bins in which fluorescence intensity was measured and averaged from each cell analysed. In vivo migration was quantitated by measuring the distance (m) of the furthest NCC in each somite and normalising this to the distance (d) to the ventral limit of the dorsal aorta (Supplementary Fig. 8). Densitometry of all western blot data and single-cell tracking was performed with ImageJ. All data are presented as mean ± SEM. All experimental studies were analysed using Student’s *t* test with a *P* value of <0.05 was considered to be statistically significant. Pathway enrichment was performed using DAVID ontology enrichment tool^81^ in which *P* values were determined using Fisher’s exact test with adjustments using Bonferroni, Benjamini and FDR methods. FDR adjusted *p*-value based on Benjamini–Hochberg Step-Up FDR-controlling Procedure were used for microarray analyses.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Peer Review File

Description of Additional Supplementary Files

Supplementary data 1

Supplementary data 2

Supplementary data 3

Supplementary data 4

Supplementary data 5

Supplementary data 6

Supplementary data 7

Supplementary data 8

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding author upon reasonable request. Microarray data have been deposited in the NCBI Gene Expression Omnibus (GEO)^82^ with the dataset identifier GSE197631 (Gene expression changes in NCU10K cells lacking Nedd4). The mass spectrometry proteomics data have been deposited to the ProteomeXchange via PRIDE^83^ partner repository with the dataset identifier PXD024103 (SILAC MS in NCU10K cells lacking Nedd4). Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Global ubiquitinome profiling identifies NEDD4 as a regulator of Profilin 1 and actin remodelling in neural crest cells
**Source:** Nat Commun. 2022 Apr 19;13:2018. doi: 10.1038/s41467-022-29660-3
**Supplement:** Supplementary file 1 — Supplementary information

## **Supplementary Information**

### **Global ubiquitinome profiling identifies NEDD4 as a regulator of Profilin 1 and actin remodelling in neural crest cells**

Iman Lohraseb, Peter McCarthy, Genevieve Secker, Ceilidh Marchant, Jianmin Wu, Naveid Ali, Sharad Kumar, Roger J Daly, Natasha Harvey, Hiroshi Kawabe, Oded Kleifeld, Sophie Wiszniak & Quenten Schwarz<sup>#</sup>.

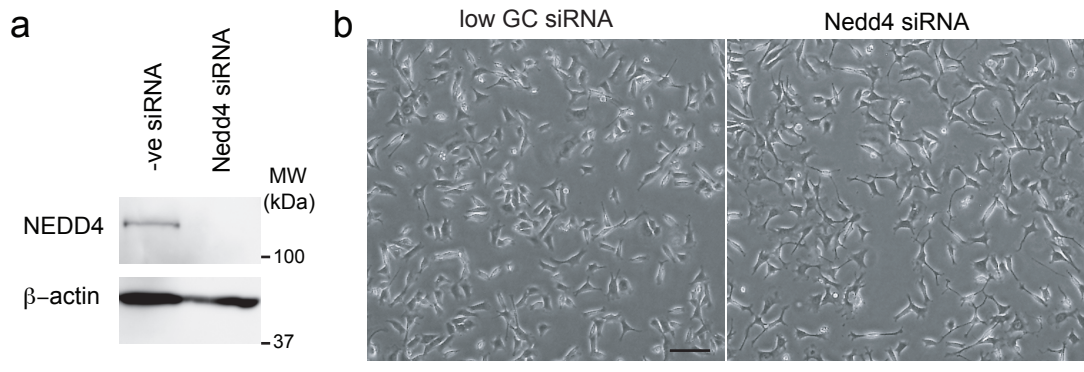

**Supplementary Figure 1. Ned4 siRNA knockdown leads to cell morphology changes.** (a) Ned4 siRNAs consistently lead to near complete knockdown of NEDD4 protein expression within 48hr compared to low GC control siRNAs. (b) Following Ned4 knockdown, NCU10K NCCs undergo a significant morphological change, characterized by the extension of processes. Scale bar = 100 $\mu$ m. Blots and images are representative of 3 separate experiments. Source data are provided as a Source Data file.

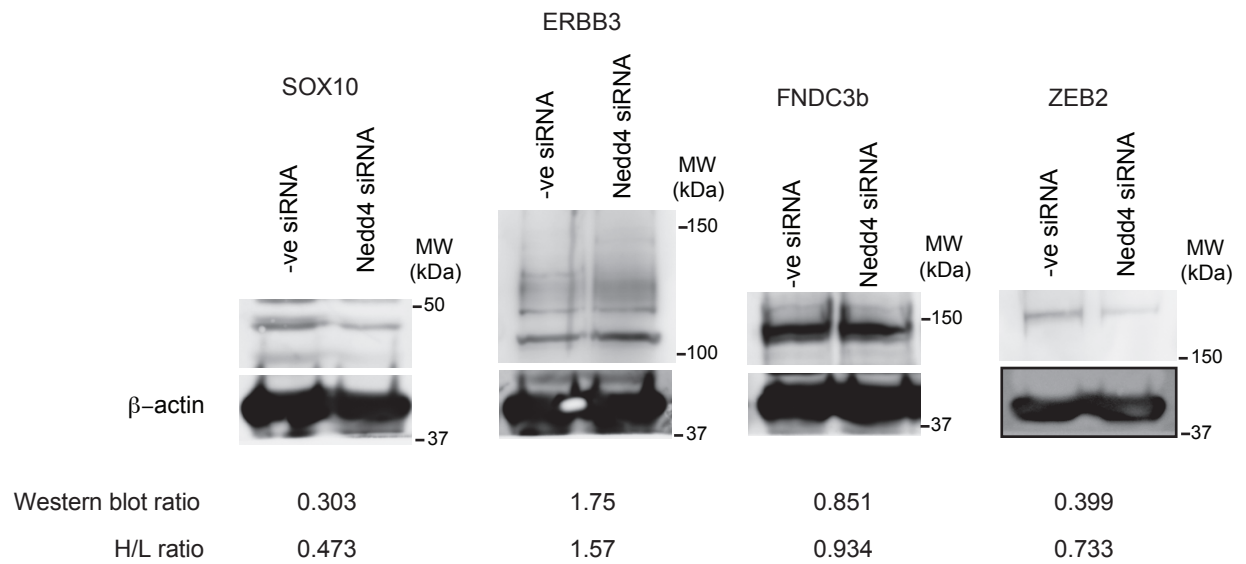

**Supplementary Figure 2. Validation of relative protein abundance for four randomly selected proteins identified by proteomics analysis.** Lysates from NCU10K cells following 48hrs Nedd4 or low GC control siRNA knockdown (-ve siRNA) immunoblotted with the specified antibodies to SOX10, ERBB3, FNDC3b and ZEB2. The H/L ratio value comes from the unenriched total protein quantitation alongside densitometry of western blots normalized to  $\beta$ -actin controls.  $\beta$ -actin load control for ZEB2 was obtained from samples derived from the same experiment with gels and blots processed in parallel. Blots are representative of 3 separate experiments. Uncropped images are provided as a Source Data file.

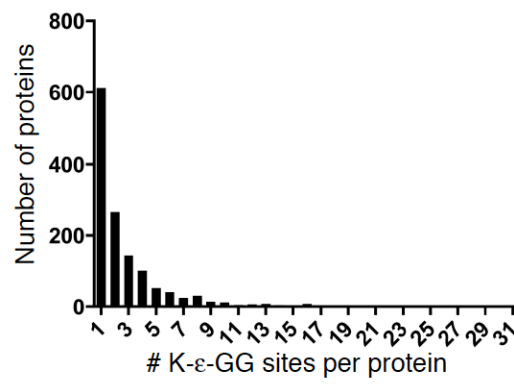

**Supplementary Figure 3.** Distribution of sites per protein observed in the ubiquitin remnant enrichment data. The distribution of proteins by number of identified ubiquitination sites per protein.

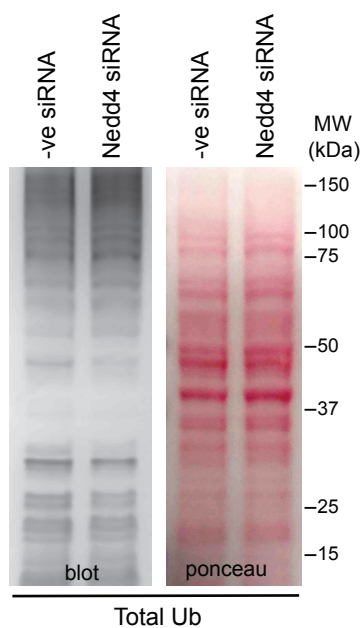

**Supplementary Figure 4.** Western blot for total ubiquitin levels in NCU10K cells treated with either low GC control (-ve siRNA) or Nedd4 siRNA. Lysates from NCU10K cells following 48hrs Nedd4 or low GC control siRNA knockdown immunoblotted for total ubiquitin (free and conjugated). Note that equal amounts of lysate loaded as indicated in Ponceau S stained membrane. Blots and images are representative of 3 separate experiments. Uncropped images are provided as a Source Data file.

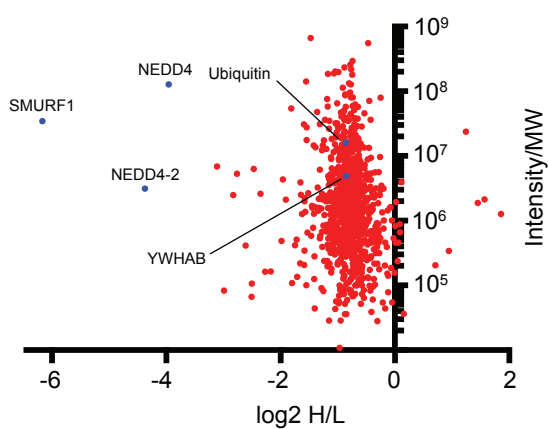

**Supplementary Figure 5. Quantitative proteomic profiling of Nedd4 interactors.** Frequency distribution of log2 H/L peptides enriched with NEDD4 co-immunoprecipitation. Peptides in blue are established interactors of NEDD4.

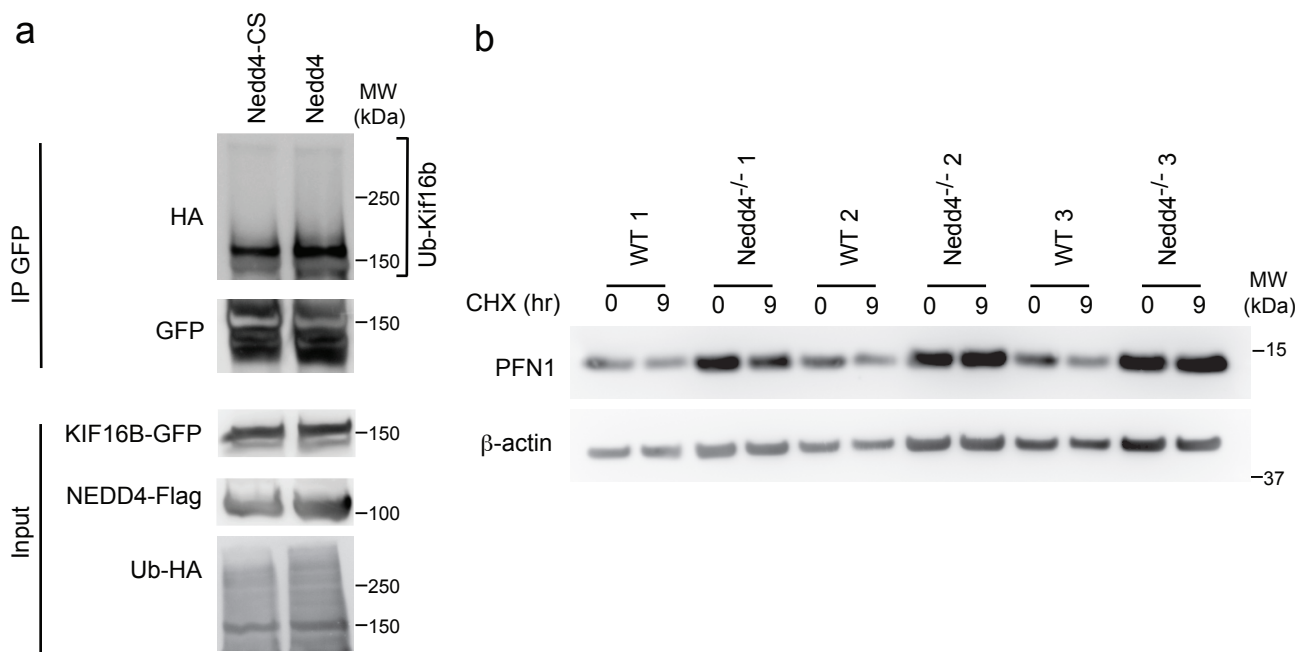

**Supplementary Figure 6. Validation of Nedd4 substrates.** (a) In vivo ubiquitination assay with 293T cells transfected with HA-Ub, Kif16b-GFP and Flag-Nedd4 or Flag-Nedd4-CS. Protein lysates were immunoprecipitated with GFP-trap beads. Ubiquitinated Kif16b was probed with anti-HA antibody. Uncropped images are provided as a Source Data file. Blots are representative of 3 separate experiments. (b) Cycloheximide chase analysis of Pfn1 degradation in WT and Nedd4<sup>-/-</sup> NCCs run on the same gel for quantitation in Figure 4F. Blots are representative of 3 separate experiments. Uncropped images are provided as a Source Data file.

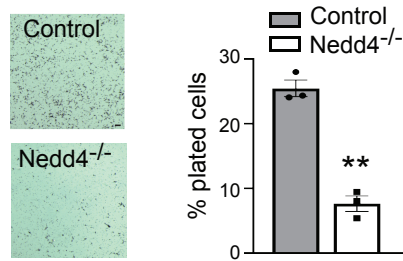

**Supplementary Figure 7. Nedd4 regulates NCC migration.** Representative images of Transwell migration assays with WT and Nedd4<sup>-/-</sup> NCCs. Scale bar = 100μm. Quantitation of the percentage of cells that migrated through the Transwell is shown for all CRISPR cell lines, n=3 independent experiments. Data are presented as mean +/-SEM. \*\*, P=0.0005 as determined by type one Student's t test. Source data are provided as a Source Data file.

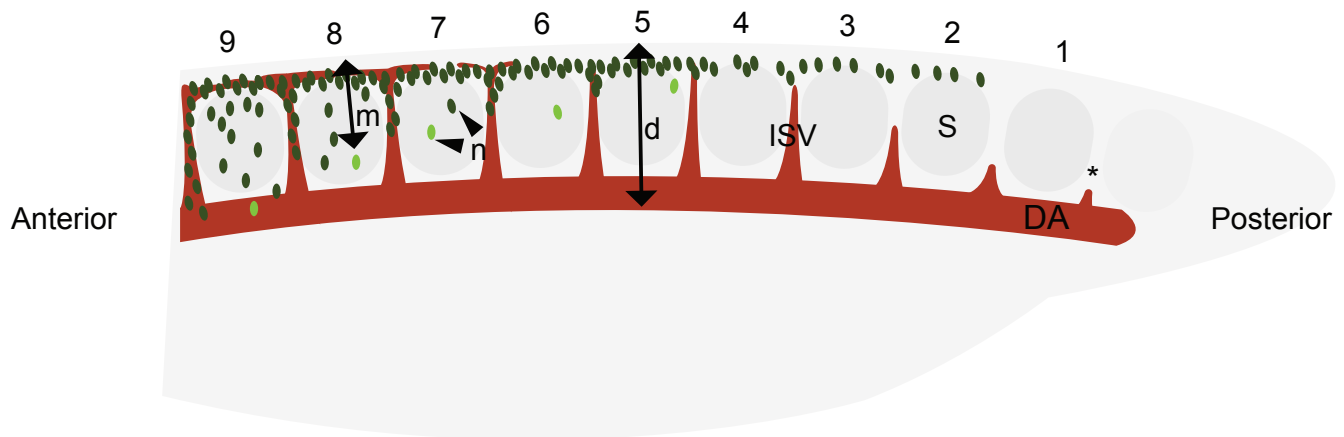

$m$  = distance from dorsal limit of the embryo to the furthest (pioneer) NCCs (light green) within each somite  
 $n$  = number of cells migrating in each somite  
 $d$  = distance from dorsal limit of the embryo to the ventral limit of the dorsal aorta

**Supplementary Figure 8. Schematic of trunk NCC migration and quantitation parameters.** At E9.5 trunk NCCs (green) delaminate from the dorsal neural tube and migrate within the somites (S) toward the dorsal aorta (DA). The migration distance of pioneering NCCs (light green) within each somite was measured from the dorsal limit of the embryo ( $m$ ). To normalize migration across embryos and within somites the distance between the dorsal limit of the embryo and ventral limit of the dorsal aorta was also measured. The total number of NCCs within each somite was also counted ( $n$ ). Normalisation of any developmental delay across genotypes was performed by counting somites from the presence of the first intersomitic vessel (ISV) sprouting from the dorsal aorta (asterics).

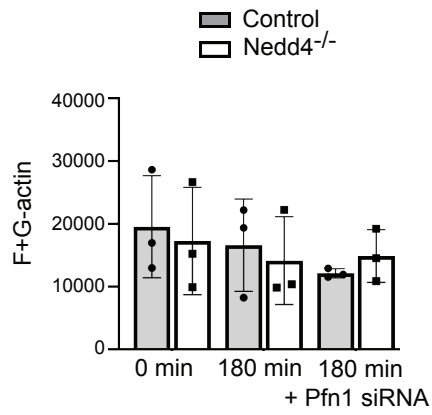

**Supplementary Figure 9. Total actin is conserved in the absence of Nedd4.**

Quantitation of the F+G actin levels from all CRISPR cell lines after CytoD washout. This data matches the F/G actin ratios in Figure 7F, n=3 independent experiments. Data are presented as mean +/-SEM. Source data are provided as a Source Data file.

# Supplementary material for: Global ubiquitinome profiling identifies NEDD4 as a regulator of Profilin 1 and actin remodelling in neural crest cells
**Source:** Nat Commun. 2022 Apr 19;13:2018. doi: 10.1038/s41467-022-29660-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Supplementary data legends**

File Name: Supplementary Data 1.

Description: Full list of identified and quantified proteins with supporting data. The complete list of protein groups identified and quantified in the pre-enrichment fractions from control and Nedd4 siRNA treated SILAC NCCs. Perseus was used to determine P values (Student’s t test) with Benjamini and Hochberg FDR applied to correct for multiple hypotheses testing (Significance B).

File Name: Supplementary Data 2.

Description: Full list of gene expression with supporting data. The complete list of genes analysed by microarray from 3 control and 3 Nedd4 siRNA treated NCCs. Raw P values were determined by two-sided ANOVA with adjustments made by Benjamini and Hochberg multiple comparisons (stepup P).

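In Supplementary Data 2, each line is a probe set, with the ratio of the group means after Nedd4 and control siRNA, its log2 value, a signed fold change, and raw and step-up p-values. Among its genes, the paper's log2 ratios for Nedd4, Erbb3 and Kif16b are -1.62, -1.14 and -0.55. The copy used here holds the first 1999 of 28440 lines, sorted by p-value. Of these, 1764 have a step-up p under 0.05 in the paper's table, 905 higher and 859 lower. Through accessions, 1595 lines were matched to a single probe set of the deposited values, and 1578 of these log2 ratios differed by at most 0.01 from those computed here. Of 1412 matched lines under the paper's threshold, 1340 belong to genes that passed limma's test here and 72 do not.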

File Name: Supplementary Data 3.

Description: Molecular pathways enriched among differentially expressed genes. 

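Members of the pathways in Supplementary Data 3 went both ways after Nedd4 knockdown. Of 32 matched members of the RAP1 term, 14 were higher and 16 lower by limma, and of 28 members of the actin cytoskeleton term, 15 were higher and 12 lower. RAS members were more often higher, 18 of 25 against 6 lower, as were axon guidance members, 14 of 23 against 8 lower. Of 25 MAPK members, 12 were higher and 13 lower. Of 16 lysosome members, 10 were higher and 6 lower, and of 14 adherens junction members, 7 and 6. All 7 matched Notch members changed: the signal transducer Dvl1, the ubiquitin ligase Dtx2 (0.42) and the protease Adam17 (0.40) were higher, and Aph1b, Psen2, the Notch ligand Jag1 (-0.47) and the corepressor Ctbp1 (-0.42) were lower. Dtx2, Adam17, Jag1 and Ctbp1 were picked after their values were seen. These members were chosen in the study because they changed on these arrays, so the counts are not independent evidence of a direction. Each line of the table is a KEGG pathway from DAVID, with the accessions of its changed genes, their number and the enrichment. The gene field of the PI3K-AKT term is shortened in the copy used here: 35 of the paper's 49 members could be read, and of 28 matched, 14 were higher and 13 lower.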

The complete list of molecular pathways identified from DAVID. P values were determined using Fisher’s Exact Test with adjustments using Bonferroni, Benjamini and FDR methods.

File Name: Supplementary Data 4.

Description: Molecular pathways enriched among differentially expressed proteins. The complete list of molecular pathways identified from DAVID. P values were determined using Fisher’s Exact Test with adjustments using Bonferroni, Benjamini and FDR methods.

File Name: Supplementary Data 5.

Description: Molecular pathways enriched among NEDD4 ubiquitinated targets. The complete list of molecular pathways identified from DAVID. P values were determined using Fisher’s Exact Test with adjustments using Bonferroni, Benjamini and FDR methods.

File Name: Supplementary Data 6.

Description: Full list of identified and quantified ubiquitin remnant peptides with supporting data. The complete list of identified and quantified ubiquitin remnant-enriched peptides from control and Nedd4 siRNA treated SILAC NCCs.

File Name: Supplementary Data 7.

Description: Protein interactions with ubiquitinated proteins determined with MS/MS analyses and PINA. This table shows which of the proteins identified as affected in the ubiquitin remnant screen also occur co-immunoprecipitate with Nedd4 or have known interactions as determined with PINA. A breakdown of how many interacting proteins are known vs novel is provided.

File Name: Supplementary Data 8.

Description: MS/MS analyses from Nedd4 immunoprecipitation analysis. This table shows which of the proteins identified as affected in the ubiquitin remnant screen also co-immunoprecipitate with Nedd4.

# Supplementary material for: Global ubiquitinome profiling identifies NEDD4 as a regulator of Profilin 1 and actin remodelling in neural crest cells
**Source:** Nat Commun. 2022 Apr 19;13:2018. doi: 10.1038/s41467-022-29660-3
**Supplement:** Supplementary file 12 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ A description of all covariates tested
- ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                   |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Olympus SZX10 microscope with Improvision Openlab v5.5.2 imaging software; Cell Voyager CV1000 (Yokogawa) with CV1000 Software v1.06.06; Olympus CKX41 with DP21 imaging module; LAS-4000 (Fujifilm) with Multi Gauge software; Zeiss LSM 800 with ZEN2.6 (blue edition) software |
| Data analysis   | MaxQuant version 1.3.0.5; Matlab v2017; GraphPad Prism 8; ImageJ v1.53j; DAVID v6.8                                                                                                                                                                                               |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data for this work are available. Microarray data have been deposited in the NCBI Gene Expression Omnibus (GEO) (Ref 81) with the dataset identifier GSE197631 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE197631>] (Gene expression changes in NCU10K cells lacking Nedd4). The mass spectrometry proteomics data have been deposited to the ProteomeXchange via PRIDE (ref 82) partner repository with the dataset identifier PXD024103 [<https://www.ebi.ac.uk/pride/archive/projects/PXD024103>] (SILAC MS in NCU10K cells lacking Nedd4). Source data are provided with this paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | N of 3 or more was chosen for all experiments. Power calculations were performed based on variation and effect size from a pilot experiment of cell migration performed with CrispR Nedd4 KO and WT cells.                                                                                                                                                                                                                                                                                                                                                       |
| Data exclusions | No data exclusions included in the manuscript.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Replication     | All experiments were performed in triplicate unless stated in the figure legend. Details on specific replication for each experiment are provided in the figure legends.                                                                                                                                                                                                                                                                                                                                                                                         |
| Randomization   | Randomization was performed where possible, such as the passage of the cells used for in vitro experiments, the positioning of WT and Nedd4 <sup>-/-</sup> cells in multiwell plates, positioning of plates in incubators, imaging order of control and Wnt1Cre; Nedd4 <sup>fl/fl</sup> embryos, positioning of explants in multiwells, positioning of transwells in multiwell plates, and western blot apparatus used. Randomization of samples was not possible for experiments in which only 2 testing variables were being analysed.                         |
| Blinding        | Experiments that were performed blinded include: migration analyses in Fig. 6b, actin repolymerisation in Fig. 7c, ubiquitination assays in Fig. 8a-b and actin repolymerisation in Fig. 8d. These experiments were performed by one investigator and analysed by others that did not know the treatment type or genotype prior to data analysis and measurements being taken. All other experiments were not blinded as they required genotyping and separation of treatment groups which was performed by a single investigator and later validated by others. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Anti-actin (Pierce, AAN02, Clone 7A8.2.1), anti-Sox10 (Abcam, ab155279), anti-Sox10 (R&D, AF2864), anti-ErbB3 (AAT Bioquest, Ab-1289), anti-Fndc3b (Abcam, ab135714), anti-Zeb2 (Novus Biologicals, NBP1-82991), anti-Nedd4 (BD, 611481, Lot7297573), anti-ubiquitin P4G7 (Biolegend, 838703), anti-ubiquitin K63 (Cell Signalling Technologies, 5621, Lot3), anti-ubiquitin K48 (Cell Signalling Technologies, 8081, Lot2), anti-Pfn1 (Cell Signalling Technologies, 3237, Lot1), anti-RunX2 (Cell Signalling Technologies, 12556, Lot2), anti-CD31 (Biolegend, 102502, clone MEC13.3), anti 14-3-3zeta C-16 (Santa Cruz, sc1019), mouse gamma globulin (Jackson Laboratories, 015-000-002, Lot77861), mouse anti-Flag (Merck, F1804).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Validation      | Validation of antibodies has been performed by the manufacturers and in additional publications at the following sites:<br>Actin AAN02 - <a href="https://www.cytoskeleton.com/pdf-storage/datasheets/aan02.pdf">https://www.cytoskeleton.com/pdf-storage/datasheets/aan02.pdf</a> .<br>Sox10 Ab155279: <a href="https://www.abcam.com/sox10-antibody-epr4007-ab155279.html">https://www.abcam.com/sox10-antibody-epr4007-ab155279.html</a> .<br>Sox10 AF2864 - <a href="https://resources.rndsystems.com/pdfs/datasheets/af2864.pdf">https://resources.rndsystems.com/pdfs/datasheets/af2864.pdf</a> .<br>v=20220228&_ga=2.80809687.1183973056.1646099672-1410173664.1638832213.<br>ErbB3 Ab-1289 - <a href="https://www.aatbio.com/products/her3-ab-1289-antibody">https://www.aatbio.com/products/her3-ab-1289-antibody</a> .<br>Fndc3b - Has been verified to work for western blot (Jinwang Wei, Yuanyuan Sheng, Jianhua Li, Xiaomei Gao, Ning Ren, Qiongzhong Dong, Lunxiu Qin. Genome-Wide Association Study Identifies a Genetic Prediction Model for Postoperative Survival in Patients with Hepatocellular Carcinoma. Med Sci Monit. 2019 Apr 4;25:2452-2478. doi: 10.12659/MSM.915511) and found here to recognise a predominant band in mouse cells at the predicted size in the current study. |

Zeb2 NBP1-82991- [https://www.novusbio.com/products/zeb2-antibody\\_nbp1-82991](https://www.novusbio.com/products/zeb2-antibody_nbp1-82991).  
 Nedd4 611481 - <https://www.bdbiosciences.com/en-us/products/reagents/microscopy-imaging-reagents/immunofluorescence-reagents/purified-mouse-anti-mouse-nedd4.611481>.  
 Ub P4G7 - <https://www.biolegend.com/en-us/products/purified-anti-ubiquitin-antibody-13719>.  
 Ub K63 - <https://www.cellsignal.com/products/primary-antibodies/k63-linkage-specific-polyubiquitin-d7a11-rabbit-mab/5621>.  
 Ub K48 - [https://www.cellsignal.com/products/primary-antibodies/k48-linkage-specific-polyubiquitin-d9d5-rabbit-mab/8081?\\_=1646114806201&Ntt=8081&tahead=true](https://www.cellsignal.com/products/primary-antibodies/k48-linkage-specific-polyubiquitin-d9d5-rabbit-mab/8081?_=1646114806201&Ntt=8081&tahead=true).  
 Pfn1 3237- <https://www.cellsignal.com/products/primary-antibodies/profilin-1-antibody/3237>.  
 RunX2 12556- [https://www.cellsignal.com/products/primary-antibodies/runx2-d1l7f-rabbit-mab/12556?site-search-type=Products&N=4294956287&Ntt=12556%2C&fromPage=plp&\\_requestid=1708232](https://www.cellsignal.com/products/primary-antibodies/runx2-d1l7f-rabbit-mab/12556?site-search-type=Products&N=4294956287&Ntt=12556%2C&fromPage=plp&_requestid=1708232).  
 CD31 102502- <https://www.biolegend.com/en-us/products/purified-anti-mouse-cd31-antibody-380?pdf=true&displayInline=true&leftRightMargin=15&topBottomMargin=15&filename=Purified%20anti-mouse%20CD31%20Antibody.pdf>.  
 14-3-3zeta C-16 - specificity to 14-3-3zeta was validated in (H. Ramshaw, X. Xu, E. Jaehne, P. McCarthy, Z. Greenberg, E. Saleh, B. McClure, J. Woodcock, S. Kabbara, S. Wiszniak, T. Wang, C. Parish, M. van den Buuse, B. Baune, A. Lopez & Q. Schwarz. Locomotor hyperactivity in 14-3-3ζ KO mice is associated with dopamine transporter dysfunction. Translational Psychiatry, Dec 3;3:e327 (2013).).  
 Flag - <https://www.sigmaldrich.com/deepweb/assets/sigmaldrich/product/documents/415/240/f3165dat-mk.pdf>.

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                                                                    |
|-------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | The NCU10K neural crest cell line was a gift from Professor Perry Bartlett (Ref 7). 293-T cells were originally sourced from ATCC. |
| Authentication                                                    | Cell lines were not authenticated. NCU10K cells were confirmed to express Sox10.                                                   |
| Mycoplasma contamination                                          | No testing for mycoplasma was performed.                                                                                           |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | None.                                                                                                                              |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                      |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Wnt1-Cre; Nedd4fl/fl; Z/EG animals were used in this study. All mice were maintained on a mixed Sv129 - C57BL/6 background on a 12 hr dark / light cycle at 20-22 C with 40-60% humidity and fed a normal chow diet. |
| Wild animals            | This did not involve wild animals.                                                                                                                                                                                   |
| Field-collected samples | This did not require field-collected samples.                                                                                                                                                                        |
| Ethics oversight        | Ethics was obtained from SA Pathology and University of South Australia Animal Ethics Committees, reference number U15/18.                                                                                           |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

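The samples were NCU10K mouse neural crest cells treated for 48 h with control siRNA (3 arrays) or Nedd4 siRNA (3 arrays). The methods and the sample records call the replicates biological and from separate experiments. The records number them 1 to 3 in both groups. No array was left out.

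The authors scanned the arrays and processed them by RMA with a correction for GC content. They summarized each probe set by the mean of its probes and deposited the log2 values, with 2 decimals. The submitters' processing notes name Partek 6.5. The range of the values, from 3.96 to 14.53 over all arrays, and the match of their group differences with the log2 ratios in Supplementary Data 2 were checked against this reading. Raw probe intensities were not used here, so background correction could not be varied.

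From these values, group differences were computed with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, Nedd4 siRNA minus control siRNA), with Benjamini-Hochberg adjustment over 19933 genes and a threshold of 0.05. Probe sets with several gene symbols or none were left out, and a gene's brightest probe set over all arrays stood for it. Of 996 genes with more than 1 probe set, none had probe sets called in opposite directions, and 171 had some called and others not. Gene names come from the platform annotation. Entrez numbers changed 0 symbols. On simulated data with 200 changed genes among 19933, made for this comparison in 10 draws, the test recovered 2.4% of changes of 0.25 on the log2 scale, 63% of changes of 0.5 and 100% of changes of 1 and of 1.5. Of its calls, 4.89% were false, and simulated data without changes gave at most 0 calls. The real comparison called 4080 genes, so its threshold lies at a larger unadjusted p. The recovery of small changes in the simulation therefore does not carry over to it.

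Gene lists, 31 in number, were written from textbook knowledge, after the paper's enriched pathways had been read. They cover the paper's pathways, actin, SRF, YAP and p53 targets, neural crest and its derivatives, cholesterol, lysosome, ubiquitin ligases, proteasome, ribosome, RNA transport, interferon, cell cycle, stress responses, matrix, and markers of other cell types. They are not the KEGG sets that the paper used. For each list the share of called genes was compared with all other genes by a two-sided Fisher's exact test, and its direction was tested by camera with a preset correlation of 0.01, both adjusted over the 31 lists. No camera call held with an estimated correlation, where the smallest adjusted p was 0.598. That form also works with far fewer degrees of freedom, set by the number of arrays. For PI3K-AKT the estimated correlation was 0.010, close to the preset, yet camera's adjusted p went from 0.21 to 0.598. That form therefore had little power here, and a call lost under it is weak evidence against a list. For the lists that camera called, however, the estimated correlation lay above the preset. It was 0.25 for cholesterol, 0.18 for p53 targets, 0.17 for ubiquitin and proteasome, 0.069 for SRF and MRTF targets and 0.026 for actin filament machinery. With genes that correlate more than the preset, camera's p is too small, so the preset p-values of these lists may be overstated. The rotation test fry was run as well. It asks whether a list's genes move at all, whereas camera asks whether they move more than other genes, so the p-values of these tests answer different questions.

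The 190 altered proteins and their ratios come from Supplementary Data 1, of which 1004 lines were at hand. Proteins were matched by their first gene name to 171 tested genes. Their correlation with mRNA was tested by permutation over genes with 100000 resamples.

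Genes named in the text were fixed by rule: those the paper names for NEDD4, the proteomics or the arrays, the 10 largest rises and 10 largest falls among called genes whose groups do not overlap, up to 4 called members per list with the largest change (or the 2 members with the largest change where none was called), and, among altered proteins, the 5 largest called mRNA changes in the protein's direction and up to 3 against it. The first lines of Supplementary Data 1, 2 and 6 had been seen by then. Other genes are marked where they were picked later.

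The alternatives fixed in advance were the methods' ANOVA without moderation, a trended and robust prior, array weights, quantile normalization, median centring, leaving out the dimmest 33.3% of probe sets, the mean of a gene's probe sets, all probe sets, the replicate number as a block, leaving out each array, a background without dim genes, and other choices of proteins and of the correlation. Random lists matched on mean expression (10000 per list, each gene replaced by one within 50 ranks) were added after the results were seen. A planned check for siRNA seed matches in transcripts was not run, because transcript sequences were not used here.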

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

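The lists and their camera tests were fixed in advance, whereas the tests of technical explanations in this part were all chosen after the results were seen. Camera with an estimated correlation has little power with so few arrays. The estimated correlations of the lists below that camera called were above the preset of 0.01, from 0.026 for actin filament machinery to 0.25 for cholesterol. Their p-values with the preset may therefore be too small. The tests of normalization and of single arrays replaced a first form that set each list's median under the alternative, with its standard error over genes, against 50% of its value. Under that form the cholesterol list stayed above this mark in each setting. Targets of p53 were left undecided for both tests (median 0.17, standard error 0.099, after quantile normalization and 0.14, standard error 0.10, without control replicate 1). Actin filament machinery was undecided after quantile normalization (0.10, standard error 0.025) and without control replicate 3 (0.12, standard error 0.040). The form below, the median change per gene, was adopted after these outcomes were seen and is weaker evidence for that reason. The paper's tables hold array values for single genes, and of the groups below its text on the array results names regulation of the actin cytoskeleton alone.

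Genes of cholesterol biosynthesis fell after Nedd4 knockdown: of 22 tested, 16 were lower and 2 higher (the same numbers adjusted over the list alone), with a median log2 fold change of -0.61 (camera, adjusted p = 1.6e-08; with an estimated correlation, adjusted p = 0.598). Insig1 (-1.27), Idi1 (-1.06), Mvk (-0.93) and Msmo1 (-0.93) fell most, while Hmgcs1 (0.86) and Ebp (0.52), picked after their values were seen, rose. Quantile normalization changed the genes by a median of -0.013 toward 0, where 0.31 would be needed. The array medians already lay close together, from 6.28 to 6.35, so quantile normalization could hardly move genes that far, and it cannot decide on normalization. The tables argue against brightness, since 0% of 10000 matched lists had a median as low. A single array is argued against as well: the largest change toward 0 on leaving out 1 array was 0.047. An effect of the knockdown is a hypothesis that may account for the fall, but an off-target effect of the siRNA was not tested, and a difference in growth between the cultures stays open (cell cycle genes, median -0.11).

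Targets of p53 were more often higher than lower: of 40 tested, 17 were higher and 3 lower (19 and 4 adjusted over the list alone), with a median log2 fold change of 0.18 (camera, adjusted p = 6.8e-05; with an estimated correlation, adjusted p = 0.598). Eda2r (1.22), Plk2 (1.22), Fas (1.15) and Trp53inp1 (1.08) rose most. Quantile normalization moved the genes toward 0 by a median of 0.011, leaving out control replicate 1 moved them by 0.037, and 0.09 would be needed. For the reason given above, the first of these cannot decide on normalization. Of the matched lists, 0.07% had a median as high, which argues against brightness. A response to the loss of Nedd4 may lie behind this, as a hypothesis, and siRNA-specific stress stays open because a single siRNA was compared with a single control; against matched lists the share of called genes had an adjusted p of 0.051.

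Genes of actin filament machinery had a median log2 fold change of 0.12 (with an estimated correlation, adjusted p = 0.598). Quantile normalization took 0.013 of it per gene and leaving out control replicate 3 took 0.016, against 0.06 needed, and 0.12% of matched lists had a median as high. These values argue against a single array and brightness as the whole cause, while quantile normalization cannot decide on normalization here either. No biological explanation was tested for this rise, and the same siRNA caveat applies.

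Genes of ubiquitin and the proteasome had a median log2 fold change of 0.24, with 15 of 42 higher and 4 lower (22 and 4 adjusted over the list alone). Camera gave an adjusted p = 3.0e-04, and with an estimated correlation an adjusted p = 0.598. Psma7 (0.54) and Psmc3 (0.53) were among those higher. Targets of SRF and its cofactor MRTF had a median of 0.14, with 13 of 34 higher and 2 lower (also adjusted over the list alone). For this list camera gave an adjusted p = 0.0063, and with an estimated correlation an adjusted p = 0.598. Fhl2 (1.00) and Egr1 (0.77) were among those higher. The methods' ANOVA did not call Psma7 or Egr1.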

How the results depend on the processing

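Of the alternatives here, the matched background alone was chosen after the results were seen. The methods' ANOVA called 1127 genes higher and 1016 lower, and 50 of the altered proteins; it uses each gene's own spread only. Of its calls, 1998 were shared with the 4080 of limma. Notch passed with the ANOVA (ratio of shares 2.03), array weights (1.54), the mean of a gene's probe sets (1.60) and without Nedd4 replicate 3 (range without 1 array, 1.27 to 1.73). Its adjusted p ranged from 0.030 to 0.85 over the alternatives, and matched lists gave a ratio of 1.10. Pfn1 passed with the trended prior (-0.25), array weights (-0.28), quantile normalization (-0.28) and without control replicate 1 (range without 1 array, -0.34 to -0.18), with an adjusted p from 0.017 to 0.28. Genes higher numbered 1359 without Nedd4 replicate 1 and up to 2284 without control replicate 2. Of the called genes, 46.7% were higher without control replicate 1 and 57.0% without control replicate 2, so which direction had more calls was not stable. The causes of the Notch and Pfn1 changes were not tested. The remaining main results stayed on their side of the threshold, and no named gene or list turned its direction. A change of sign was counted as a reversal only where a call was made. Among all 4080 called genes, 2 changed sign with the mean of a gene's probe sets and 0 in the other settings. Of 136 single genes, 22 changed their call in at least 1 setting, 21 of them under the ANOVA. Of the list directions, none of the camera calls held with an estimated correlation, a form with little power on so few arrays.

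With the replicate number as a block, 2336 genes were higher and 2190 lower. The block raised the calls from 4080 to 4526. Whether the numbers pair the samples stays open. Deviations of same-numbered arrays from their group means correlated at -0.019, 0.49 and -0.0093. The arrays at 0.49 correlated best with each other, but control 1 and Nedd4 siRNA 3 did so across numbers (0.46). Deviations from a mean of so few arrays depend on each other, so these correlations cannot decide on pairing. Brightness limits the calls, with 87 of 6645 genes called among the dimmest and 2569 of 6644 among the brightest. The planned check for siRNA seed matches was not run.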

Differences from the paper's values

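Of the tests in this part, the look at the paper's own columns and the accession match were chosen after the results were seen.

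The paper gives a squared Spearman correlation of 0.21 between protein and mRNA, and the value here over the altered proteins is 0.0736. The values differ under each alternative set before the data were examined, with a range from 0.0462 without control replicate 1 to 0.100 without control replicate 2, and 0.0789 for Pearson's r squared. With the paper's own mRNA ratios in Supplementary Data 1, chosen after seeing the values, the squared rho was 0.0677 over the 180 altered proteins that also have a p-value there, 0.0698 over 185 altered proteins, 0.427 over the 39 with a step-up p under 0.05, and 0.287 over 894 proteins of the copy, altered or not. The legend of Fig. 1e gives its value for proteins with altered abundance, whereas the paper's results text names no subset. A difference in the set of proteins therefore stays open. The complete proteome was not analysed here.

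The paper counts 37 altered proteins with changed mRNA, and limma called 76 here at the same threshold. A count within a factor of 1.5 of the paper's was allowed. Of the alternatives set before the data were examined, the methods' ANOVA alone came within it, with 50, and all others gave between 66 and 87. The adjustment of that ANOVA was over 19933 genes, whereas the paper's array table holds 28440 probe sets. In the paper's Supplementary Data 1, 39 of the altered proteins have a step-up p under 0.05.

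In the paper's Supplementary Data 2, 905 array probe sets are higher and 859 lower at a step-up p under 0.05, against 2112 and 1968 genes here. The methods' ANOVA gave 1127 and 1016 and is the only such alternative within the same factor of 1.5. The others gave from 1359 to 2595 higher and from 1368 to 2356 lower, and all probe sets tested singly 2314 and 2265.

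For PFN1 the paper speaks of lowered RNA beside a mild rise of the protein, which it saw by western blot in Nedd4-/- cells. The arrays were of siRNA-treated cells, in which the paper's mass spectrometry found no significant change of PFN1. Pfn1 had a log2 fold change of -0.25 and an adjusted p of 0.085 here, with lower values on all 3 Nedd4 siRNA arrays than on any control array, and the paper's Supplementary Data 6 gives a fold change of -1.19 with a step-up p of 0.272. Pfn1 passed with a trended and robust prior, with array weights, after quantile normalization and without control replicate 1 (adjusted p of 0.017, 0.029, 0.034 and 0.026, in a range from 0.017 to 0.28 over all alternatives).

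The paper lists Notch among the enriched pathways. The list written here had an adjusted p of 0.051, and passed with the methods' ANOVA, with array weights, with the mean of a gene's probe sets and without Nedd4 siRNA replicate 3. The lists written here for RAP1, AKT, MAPK, RAS and regulation of the actin cytoskeleton passed on the same arrays, which is not independent support. The paper's own KEGG sets were not tested.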

Other observations

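The comparison with matched lists and the splits of the arrays in this part were chosen after the results were seen. The lists and their other tests were fixed in advance. Of these tests, fry asks whether a list moves at all, and camera whether it moves more than other genes. Genes of neural crest identity were more often lower than higher after Nedd4 knockdown. Of 38 tested, 12 were lower and 4 higher (13 and 6 adjusted over the list alone; Fisher adjusted p = 0.0045, not passing against matched lists, camera adjusted p = 0.15, adjusted p = 0.598 with an estimated correlation, and fry adjusted p = 0.019 downward). Besides Erbb3 and Sox10, the cadherin Cdh6 (-0.87) and the homeobox gene Dlx2 (-0.81) fell, and Zeb1 rose by 0.80. Schwann cell and glial genes went both ways, 3 of 22 higher and 5 lower (3 and 6 adjusted over the list alone; Fisher adjusted p = 0.14, with 0.014 under the ANOVA or quantile normalization and 0.046 with the mean of probe sets, in a range up to 0.42; camera adjusted p = 0.40, adjusted p = 0.697 with an estimated correlation, and fry adjusted p = 0.0049 downward), with falls of Cnp and Erbb3 and rises of Fabp7 (1.20) and Egr2 (0.90). Bone and cartilage genes had 3 of 32 higher and 7 lower (the same adjusted over the list alone), with falls of Col9a1 (-0.79) and Col11a1 (-0.77) and a rise of Sox9 (0.66). Neuronal genes had 3 of 30 higher and 2 lower (the same adjusted over the list alone), with a fall of the neurofilament gene Nefl (-1.19). Of 16 melanocyte genes, Mitf alone passed (0.28; 0 adjusted over the list alone), and it lost the call with the ANOVA and without any 1 of the arrays (0.23 to 0.32). The bone, neuronal and melanocyte lists passed neither Fisher's test nor camera, except that the melanocyte share, at 0, was low with a trended prior (adjusted p = 0.048, in a range up to 1).

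Cell cycle genes had 22 of 80 lower and 12 higher (24 and 14 adjusted over the list alone; Fisher adjusted p = 3.4e-05), with falls of Cdk2 (-1.01) and Cdc25a (-0.94). Against matched lists, and when dim probe sets were left out, the share did not pass. Of the matched lists, 0% had a median as low as the -0.11 of this list, yet camera gave an adjusted p of 0.20 (0.013 without Nedd4 siRNA replicate 2 and 0.044 without control replicate 1, in a range up to 0.86). The ANOVA did not call Cdk2. YAP and TEAD targets changed in both directions, 10 of 23 higher and 7 lower (11 and 7 adjusted over the list alone; Fisher adjusted p = 4.1e-07, also past the threshold against matched lists), with Crim1 at 1.21 and Igfbp3 at -0.94. Among HECT ligases and NEDD4 adaptors, 7 of 31 were higher and 5 lower (8 and 6 adjusted over the list alone; Fisher adjusted p = 0.041, not passing against matched lists, against a background without dim genes (0.35), when dim probe sets were left out (0.34), with the ANOVA (0.20), or without control replicate 1 or 3 or Nedd4 siRNA replicate 1 or 2, with 0.058, 0.14, 0.055 and 0.22 in a range from 0.012 to 0.85). Arrdc3 rose by 1.29 and Smurf2 by 0.69, and Ube3b fell by 0.97. Matrix genes had 17 of 90 higher and 10 lower (19 and 10 adjusted over the list alone; Fisher adjusted p = 0.054, passing in 9 settings, among them without any 1 array but control replicate 3), with Plod1 and Col14a1 (-1.26) lower and Mmp11 (1.07) higher.

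RNA transport had 12 of 91 higher and 15 lower (15 and 15 adjusted over the list alone; Fisher adjusted p = 0.054, passing with the ANOVA, 4 other settings and without control replicate 1 or Nedd4 siRNA replicate 2, but not against matched lists), with a median of 0.0067, a mean of -0.019, and Nxt2 at 1.22 and Nup62 at -0.77. Stress response genes had 7 of 52 higher and 6 lower (the same adjusted over the list alone; Fisher adjusted p = 0.42; camera 0.10, and 0.016 without control replicate 2, in a range up to 0.79), with Nupr1 at 1.46 and Mthfd2 at -1.06. Interferon genes had 6 of 53 higher and 8 lower (the same adjusted over the list alone; Fisher adjusted p = 0.34) and a median of -0.04, with Cxcl10 at -0.92 and Ifit3 at -0.90. The ANOVA did not call Cxcl10, Mthfd2 or Imp4. Ribosome biogenesis genes had 3 of 74 higher and 9 lower (the same adjusted over the list alone), with Imp4 at -0.57; their share of called genes, 16.2%, lay below the 38.8% of matched lists and was also low against a background without dim genes or when dim probe sets were left out, but not against all genes (Fisher adjusted p = 0.49). Fibroblast genes had 5 of 22 higher and 2 lower (the same adjusted over the list alone; Fisher adjusted p = 0.23, camera adjusted p = 0.40, adjusted p = 0.697 with an estimated correlation, and fry adjusted p = 0.043 upward; median 0.005), with Pdgfra at 0.81 and Twist2 at -0.91. Of 16 macrophage markers, Cd68 alone passed (-1.97, and 1 lower adjusted over the list alone; camera adjusted p = 0.18, adjusted p = 0.697 with an estimated correlation, and fry adjusted p = 0.047 downward). None of 15 endothelial or 17 epithelial markers passed in limma, also adjusted over the list alone, with 0 at an unadjusted p under 0.05 and 0 by the methods' ANOVA in either list; Tek (0.20) and Krt8 (-0.17) had the largest values.

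In the paper's western blots SOX10 and ZEB2 protein were lower, ERBB3 higher and FNDC3B similar after knockdown. The mRNA log2 fold change here was -0.43 for Sox10, -0.17 for Zeb2 (adjusted p = 0.26), -1.14 for Erbb3 and 0.03 for Fndc3b (adjusted p = 0.88), so Erbb3 mRNA and protein had opposite directions. The groups of arrays did not overlap for 6325 genes, 31.7% of those tested, where chance gives 10%. A first principal component with 65.6% of the variance separated the groups. The second, with 15.8%, set control replicate 1 and Nedd4 siRNA replicate 3 against both replicates numbered 2.

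How often other splits of the 6 arrays into 3 and 3 give a result as large was counted over 10 splits, which are too few for a share under 0.05. The real split called 4080 genes and 76 altered proteins, and the highest count in any other split was 0 for both, so that 1 of 10 splits was as large. For the correlation of protein and mRNA, 5 of 10 splits were as large as the real value of 0.0736, the highest being 0.181 for control replicates 1 and 3 with Nedd4 siRNA replicate 3 against the rest. Every other split keeps part of the treatment difference, because each side still holds mostly arrays of the same group, and a rank correlation ignores the size of that difference. The splits therefore cannot tell how often chance gives such a correlation. For the shares of called genes in the lists for actin regulation, RAP1, PI3K-AKT, MAPK, RAS and Notch, the unadjusted Fisher p was 4.2e-08, 3.6e-10, 7.0e-08, 1.1e-07, 2.9e-06 and 0.029. Since every other split called 0 genes, the p of each list is 1 there by construction, and the splits say nothing further about the lists.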
